# Comparative Transcriptomic Analysis Identifies a Range of Immunologically Related Functional Elaborations of Lymph Node Associated Lymphatic and Blood Endothelial Cells

**DOI:** 10.3389/fimmu.2019.00816

**Published:** 2019-04-16

**Authors:** Stella J. Berendam, Alexander F. Koeppel, Nicole R. Godfrey, Sherin J. Rouhani, Amber N. Woods, Anthony B. Rodriguez, J. David Peske, Kara L. Cummings, Stephen D. Turner, Victor H. Engelhard

**Keywords:** endothelial cell, lymph node, lymphatic, RNA-Seq, antigen presentation, scavenger receptors, chemokines, cytokines and receptors

## Abstract

Lymphatic and blood vessels are formed by specialized lymphatic endothelial cells (LEC) and blood endothelial cells (BEC), respectively. These endothelial populations not only form peripheral tissue vessels, but also critical supporting structures in secondary lymphoid organs, particularly the lymph node (LN). Lymph node LEC (LN-LEC) also have been shown to have important immunological functions that are not observed in LEC from tissue lymphatics. LN-LEC can maintain peripheral tolerance through direct presentation of self-antigen via MHC-I, leading to CD8 T cell deletion; and through transfer of self-antigen to dendritic cells for presentation via MHC-II, resulting in CD4 T cell anergy. LN-LEC also can capture and archive foreign antigens, transferring them to dendritic cells for maintenance of memory CD8 T cells. The molecular basis for these functional elaborations in LN-LEC remain largely unexplored, and it is also unclear whether blood endothelial cells in LN (LN-BEC) might express similar enhanced immunologic functionality. Here, we used RNA-Seq to compare the transcriptomic profiles of freshly isolated murine LEC and BEC from LN with one another and with freshly isolated LEC from the periphery (diaphragm). We show that LN-LEC, LN-BEC, and diaphragm LEC (D-LEC) are transcriptionally distinct from one another, demonstrating both lineage and tissue-specific functional specializations. Surprisingly, tissue microenvironment differences in gene expression profiles were more numerous than those determined by endothelial cell lineage specification. In this regard, both LN-localized endothelial cell populations show a variety of functional elaborations that suggest how they may function as antigen presenting cells, and also point to as yet unexplored roles in both positive and negative regulation of innate and adaptive immune responses. The present work has defined in depth gene expression differences that point to functional specializations of endothelial cell populations in different anatomical locations, but especially the LN. Beyond the analyses provided here, these data are a resource for future work to uncover mechanisms of endothelial cell functionality.

## Introduction

Lymphatic and blood vessels are formed by specialized endothelial cells that are closely related but distinct (1). These endothelial populations form vessels in peripheral tissue, but also supporting structures in secondary lymphoid organs, particularly lymph node (LN). Blood endothelial cells (BEC) form high endothelial venules, which control the entry of lymphocytes from the bloodstream, while lymphatic endothelial cells (LEC) form lymphatic sinuses that control entry of tissue-localized immune cells, and organization and exit of all immune cells, in addition to the flow of lymph. To determine the basis for these functional attributes, several studies have evaluated transcriptomes of LEC and BEC, primarily from peripheral tissue vessels. Most of these have used microarray approaches and often relied on endothelial cells cultured *in vitro* (1–11), (see also EndoDB (12) for a comprehensive listing of prior studies, associated databases, and analysis tools). While they have revealed differences in LEC and BEC in genes implicated in vascular tube formation, transport of solutes, and immune cell trafficking, microarray hybridization-based approaches posed several limitations, including high background levels and limited range of detection. Furthermore, these studies also concluded that even short-term primary cultures of LEC and BEC *ex vivo* resulted in some level of de-differentiation. Additionally, these studies used cells isolated from the skin and did not compare LEC and BEC from different anatomical sites. Analysis of transcriptional programs to understand the functionality and diversity of LEC and BEC in different anatomical locations remains to be done.

Recent studies have demonstrated that LN-associated LEC (LN-LEC) also actively participate in controlling innate and adaptive immune responses. We previously demonstrated that LN-LEC, but not LEC in tissue lymphatics, adventitiously expressed transcripts for proteins otherwise restricted to a small number of peripheral tissues. We showed that a peptide epitope from one of these, the melanocyte protein tyrosinase (Tyr), was presented on LN-LEC associated MHC-I molecules to Tyr-specific CD8 T cells (13–15). Although this induced activation and proliferation, LN-LEC also expressed high levels of PD-L1 that resulted in deletion of Tyr-specific CD8 T cells (15). LEC from tissue lymphatics express negligible levels of PD-L1 (14). In a separate study, we established that LN-LEC could induce Lag3 dependent CD8 T cell deletion via expression of MHC-II molecules, and that LEC from tissue lymphatics express negligible levels of MHC-II (16). While LN-LEC were incapable of presenting acquired Ag via these MHC-II molecules, they nonetheless transferred endogenous antigens to dendritic cells (DC) for presentation to CD4 T cells, resulting in anergy (16). These results point to an important role for LN-LEC in establishing systemic peripheral T cell tolerance. Conversely, others have shown that LN-LEC capture and archive exogenous antigens that induce antigen-specific memory CD8 T cell persistence (17). This occurs via transfer of LEC-archived antigens to migratory DC as a result of LEC apoptosis during LN contraction and also via direct exchange of archived antigens by the two cell types (18). The molecular mechanisms involved in these different processes of antigen acquisition, expression, and transfer by LN-LEC remain unclear, and the specific microenvironmental influences that control the phenotypic as well as functional distinctions between LEC in the LN and in the periphery remain to be fully understood.

In this study, we address these issues, as well as the technical limitations of previous studies, by using RNA-Seq analysis to compare the transcriptomes of freshly isolated murine LN-associated LEC and BEC (LN-BEC) as well as freshly isolated LEC from the diaphragm (D-LEC) as representative of peripheral tissue lymphatics. RNA-Seq has greatly improved the analysis of whole transcriptomes with higher sensitivity and dynamic range coupled to lower technical variations compared to microarrays and quantitative PCR (19, 20). Our work provides an important resource for further exploration of endothelial cell functionality in different anatomical locations.

## Results and Discussion

### LN-LEC, LN-BEC, and D-LEC Are Transcriptionally Distinct

LEC and BEC populations were purified from relevant tissues using magnetic bead enrichment and electronic cell sorting from 10 to 33 C57BL/6 mice for each replicate sample, and subjected to RNA-Seq (Figures S1A,B). This yielded 48–98 million reads per replicate, with an average length of 180 nucleotides, and an average of 85.7% uniquely mapped reads. These reads mapped a total of 23,284 genes. 

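In this experiment, RNA from CD45-negative, CD31-positive cells that were sorted on PDPN was amplified into cDNA libraries and sequenced as read pairs. PDPN (podoplanin) separates LEC from BEC among CD31-positive cells. The LN-LEC had 4 libraries and the LN-BEC and D-LEC had 3 libraries each, every one made from cells pooled from several mice, so that each library is 1 biological replicate. The authors aligned the reads to the mm9 build with STAR and counted the fragments on the exons of each gene with featureCounts version 1.4.4. A read pair was counted once, without regard to strand, and pairs that overlapped 2 genes or aligned to several places were not counted. The deposited values are these counts, without normalization. The 4 LN-LEC libraries held between 22429940 and 48906070 counted fragments. The LN-BEC libraries held 36915257, 37320972 and 35707806, and the D-LEC libraries held 23375259, 30428107 and 35811852. The 10 genes with the highest counts took between 9.9% (SL107995, a D-LEC library) and 26% (SL107998, an LN-BEC library) of a library's fragments. At these depths 3 fragments, the smallest count treated as detected, correspond to between 0.0613 and 0.134 CPM (the count scaled by the library total). For each pair of populations, a negative binomial model was fitted to all 10 libraries with edgeR, using TMM normalization, and tested with edgeR's quasi-likelihood F-test. P-values were adjusted by the Benjamini-Hochberg method. The levels given for single genes are counts divided by DESeq2 size factors, as mean ± SD over the libraries of a population. These normalized counts are on the same scale as the values that the paper's tables list, and they are not scaled for gene length.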

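The deposited table has 23284 rows, 1 for each gene symbol of the mm9 annotation, and 19126 of them had at least 1 counted fragment in at least 1 library. 3826 rows carry names of predicted genes, RIKEN clones or other unnamed transcripts and were left out of the tests of differential expression, because the notes of Table S1 say that its list leaves such genes out. Single libraries had counts on 15989 (SL107995, D-LEC) to 17171 rows (SL107999, the most deeply sequenced LN-LEC library).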

One previous study estimated that one transcript copy per liver cell corresponds to 3 FPKM (21), while another estimated that genes expressed at FPKM > 1 were reproducibly and accurately detected in bulk RNA-Seq experiments (22). Based on this, we identified genes with FPKM ≥ 1 and p-adjusted < 0.05 in all replicate comparisons, which ensures that low level FPKM values are consistent. This gave a total of 15,331 genes considered to be expressed in at least one cell population (Table S1). 

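With a mean normalized count of at least 1 as the criterion, 15325 named genes were expressed in at least 1 of the 3 populations, and these are the genes tested for differential expression. The criterion matters for this number. Length-scaled FPKM values of at least 1 gave 11229 genes, TMM-normalized CPM of at least 1 gave 12223, and requiring at least 1 normalized count in every replicate of a population gave 14402.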

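The numbers of named genes with a mean normalized count of at least 1 were 14460 in LN-LEC (4 libraries), 14637 in LN-BEC (3 libraries) and 14062 in D-LEC (3 libraries). With FPKM of at least 1 they were 10454, 10261 and 10054, and D-LEC again had the fewest.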

Similar gene numbers were expressed in LN-LEC, LN-BEC, and D-LEC, respectively (Figure S1C). Principal component analysis revealed that the transcriptional profiles of replicates clustered tightly, and LN-LEC, LN-BEC, and D-LEC differed from each other (Figure S2A). 

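In a principal component analysis of the 500 most variable genes after DESeq2's rlog transformation, component 1 carried 58.6% of the variance and component 2 carried 35.2%. Component 1 separated the 3 D-LEC libraries from the 7 LN libraries, and component 2 separated LN-LEC from LN-BEC. The mean distance between libraries, over the rlog values of these genes, was 16.3 within LN-LEC, 26.8 within LN-BEC and 9.59 within D-LEC. Between populations it was 67.2 for LN-LEC and LN-BEC, 74.1 for LN-LEC and D-LEC and 86.9 for D-LEC and LN-BEC. The 2 replicates farthest apart, at 33.8, were closer than any 2 libraries of different populations, of which the nearest were 59 apart. The least typical replicates were SL107998 among LN-BEC, at a mean distance of 32.8 from the other LN-BEC libraries, and SL107999 among LN-LEC, at 22.6. The distances depend on the transformation, and with log2 CPM in place of rlog values component 1 carried 65%.

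**Figure D1:**
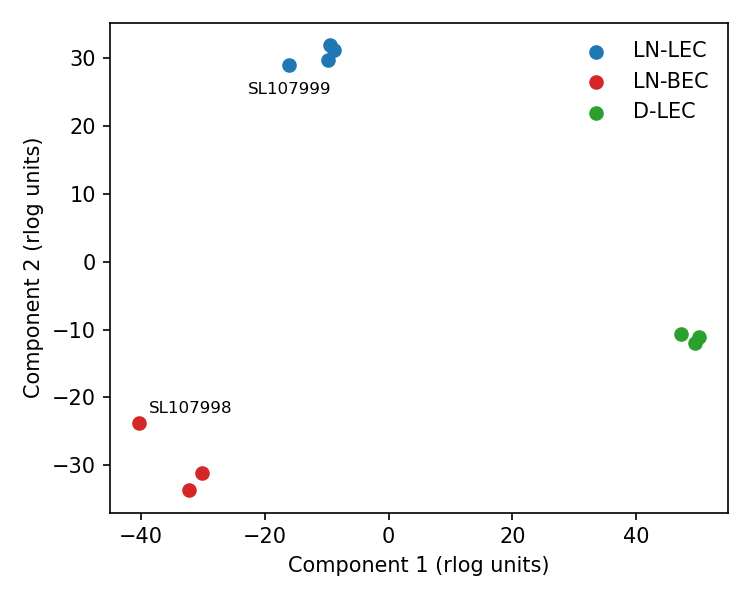
Principal component analysis of the 10 libraries, with component 1 on the horizontal axis and component 2 on the vertical axis, in units of rlog-transformed counts. Each point is 1 library, coloured by population, and the 3 populations form 3 separate groups.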

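Pecam1, which encodes CD31, lies on chromosome 11 from 106515532 to 106576595 of mm9. Its normalized count was 31028 ± 1594 in LN-LEC (SD, n = 4), 96343 ± 9564 in LN-BEC (n = 3) and 31901 ± 3144 in D-LEC (n = 3). The level in LN-BEC was higher than in LN-LEC (log2 fold change 1.62, standard error 0.10, edgeR adjusted p = 2.1e-08), by more than the spread between replicates, and LN-LEC and D-LEC did not differ (log2 fold change 0.02, standard error 0.10, edgeR adjusted p = 0.90).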

The pan-endothelial marker (CD31) was strongly expressed in all endothelial cell populations (Table 1). 

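Lyve1, on chromosome 7 from 117994121 to 118006467 of mm9, had a normalized count of 60819.9 ± 10379 in LN-LEC (SD, n = 4), 1702 ± 1631 in LN-BEC (n = 3) and 166346 ± 16678 in D-LEC (n = 3). Pdpn stood at 18853 ± 1795, 622 ± 507 and 63374 ± 4122, Prox1 at 8099.9 ± 354, 224 ± 118 and 7946 ± 1125 and Reln at 3030.2 ± 589, 76.7 ± 71.3 and 86188 ± 3158 in LN-LEC, LN-BEC and D-LEC. As a percentage of the LN-LEC mean, the LN-BEC level was 2.8% ± 2.68 for Lyve1 (SD, n = 3 LN-BEC libraries), 3.3% ± 2.69 for Pdpn, 2.77% ± 1.45 for Prox1 and 2.53% ± 2.35 for Reln. As a percentage of the D-LEC mean it was 1.02% for Lyve1, 0.982% for Pdpn, 2.82% for Prox1 and 0.089% for Reln. The LN-BEC libraries were uneven, and Lyve1 had 3579.5 normalized counts in SL107998, 883 in SL107990 and 643 in SL107991. Between LN-LEC and LN-BEC, Lyve1 differed by far more than this spread (log2 fold change 5.18, standard error 0.69, edgeR adjusted p = 5.1e-04).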

Established markers of LEC (LYVE-1, PDPN, PROX-1, and RELN) were strongly expressed in LN-LEC and D-LEC with minimal (1.0–3.4%) cross expression by LN-BEC (Table 1). Established markers of BEC (NRP-1, VEGFR-1, VWF, and NOTCH-4) were strongly expressed in LN-BEC with minimal cross expression in LN-LEC and D-LEC (0.2–4.7%). 

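The BEC markers were counted at 45628 ± 1368 (Nrp1), 14643 ± 876 (Flt1, the gene of VEGFR-1), 6345 ± 541 (Vwf) and 4117 ± 477 (Notch4) in LN-BEC (SD, n = 3). Levels in LN-LEC, as a percentage of the LN-BEC mean, were 1.48% ± 0.434 for Nrp1, 1.35% ± 0.321 for Flt1, 2.0% ± 0.695 for Vwf and 2.27% ± 0.667 for Notch4 (SD, n = 4). In D-LEC they were 0.233% ± 0.0951, 0.416% ± 0.164, 2.59% ± 0.774 and 4.82% ± 0.869 (n = 3). Nrp1 differed most between the 2 LEC populations and was higher in LN-LEC than in D-LEC (log2 fold change 2.69, standard error 0.33, edgeR adjusted p = 1.1e-04). That places Nrp1, on chromosome 8 from 130882973 to 131029375 of mm9, among the genes shared by LN-LEC and LN-BEC under a 5-fold criterion.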

The low levels of cross expression of these genes are consistent with very low cross-contamination or genuine low-level expression. Known markers of fibroblast reticular cells and hematopoietic subpopulations were evident only at very low to negligible levels (Table 1). 

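The fibroblast and pericyte markers Pdgfra, Pdgfrb and Des had between 34.7 (Pdgfrb in D-LEC) and 339 (Pdgfrb in LN-BEC) normalized counts. Ptprc, which encodes CD45, had 40.3 ± 7.6 in LN-LEC (SD, n = 4), 285 ± 66.3 in LN-BEC (n = 3) and 14.9 ± 6.22 in D-LEC (n = 3). The B cell marker Ms4a1 (CD20) stood at 17.1 ± 4.16, 122 ± 44.1 and 5.78 ± 5.53 in LN-LEC, LN-BEC and D-LEC, and the 3 Cd3 genes together reached 214 in LN-BEC. Low as they were, these levels were not the same across populations. Ptprc was higher in LN-BEC than in LN-LEC (log2 fold change 2.81, standard error 0.27, edgeR adjusted p = 1.3e-06). Itgax (CD11c) and Itgam (CD11b) stayed below 10 in every population.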

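Tyr, on chromosome 7 from 94575915 to 94641921 of mm9, had a normalized count of 349.9 ± 114 in LN-LEC (SD, n = 4), 19.1 ± 13.9 in LN-BEC (n = 3) and 8.82 ± 5.83 in D-LEC (n = 3). It was higher in LN-LEC than in LN-BEC (log2 fold change 4.24, standard error 0.51, edgeR adjusted p = 4.2e-05) and than in D-LEC (log2 fold change 5.25, standard error 0.55, edgeR adjusted p = 1.4e-05). Cd274, which encodes PD-L1, had 11749.7 ± 1767 in LN-LEC (n = 4), 9632 ± 817 in LN-BEC (n = 3) and 868 ± 200.4 in D-LEC (n = 3). LN-LEC and LN-BEC did not differ in Cd274 (log2 fold change 0.30, standard error 0.16, edgeR adjusted p = 0.17, and 0.049 without library SL107999), while LN-LEC exceeded D-LEC (log2 fold change 3.77, standard error 0.19, edgeR adjusted p = 7.9e-09).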

Consistent with our previous findings (13, 14), Tyr was expressed by LN-LEC but not LN-BEC and D-LEC, while (PD-L1) was expressed at high levels in LN-LEC and LN-BEC but not D-LEC. These data established a high level of confidence in further analyzing gene expression patterns of that differ among LN-LEC, LN-BEC, and D-LEC.

**Table 1:** RNA-seq validation of stromal cell-specific markers and hematopoietic cell-lineage markers based on normalized gene expression levels (FPKM).

**Lineage**	**Gene**	**Average LN-LEC**	**Average D-LEC**	**Average LN-BEC**
Endothelial	**CD31/Pecam1**	30662	31820	98007
Lymphatic endothelial	Pdpn	**18631**	**63207**	632
	Lyve1	**60105**	**165926**	1730
	Prox1	**8005**	**7925**	228
	Reln	**2994**	**85960**	78
Blood endothelial	Vegfr1 (Flt1)	195	61	**14897**
	Vwf	125	164	**6455**
	Notch4	92	198	**4188**
	Nrp1	666	106	**46414**
Fibroblastic reticular	Pdgfra	184	98	227
	Pdgfrb	90	35	345
	Des	96	49	161
Hematopoietic	Cd45	40	15	289
T cell	Cd3 (d,e,g)	6	3	168
	Cd8 (a,b1)	8	3	62
	Cd4	13	8	26
B cell	Cd19	18	4	183
	Cd20	17	6	125
Dendritic cell	Cd11c	3	2	4
Macrophage	Cd11b	1	3	7
Tolerogenic profile	Tyr	**346**	9	19
	Cd274	**11612**	866	**9798**
Housekeeping genes	Actb	1,052,300	1,561,806	1,328,475
	Hprt	3837	5214	4941

*Genes and FPKM values highlighted in bold represent previously identified lineage and phenotypic markers associated with the cell types*.

### Differential Gene Analyses Reveal Subsets of Genes Specific Only to LN-LEC, LN-BEC, or D-LEC, and Subsets of Genes Shared by at Least Two Cell Populations

Genes that were differentially expressed between any two cell types (DEG) were identified based on an adjusted *p* < 0.05. Comparisons of LN-LEC vs. D-LEC, LN-LEC vs. LN-BEC, and D-LEC vs. LN-BEC identified 7210, 6109, and 6994 DEG, respectively (Figure 1A). 

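Of 15325 genes tested, 7015 differed between LN-LEC and D-LEC at an edgeR adjusted p under 0.05, 3686 of them higher in LN-LEC and 3329 higher in D-LEC. Between LN-LEC and LN-BEC there were 5855 such genes, 3037 higher in LN-LEC and 2818 higher in LN-BEC. For D-LEC and LN-BEC the number was 7365, with 3442 higher in D-LEC and 3923 higher in LN-BEC. With FPKM of at least 1 in place of a normalized count of at least 1 the numbers were 6126, 5110 and 6195, and with DESeq2's Wald test in place of edgeR they were 7276, 6027 and 7454.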

We next identified genes whose differential expression in these pairwise comparisons was greater than 5-fold (5X-DEG). A total of 1512, 1634, and 937 5X-DEG were overexpressed in LN-LEC, LN-BEC, and D-LEC respectively, accounting for a total of 3137 unique 5X-DEG (Figures 1A,B). 

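At an edgeR adjusted p under 0.05 and a fold change of at least 5, 1246 genes were higher in LN-LEC than in D-LEC and 617 were higher in D-LEC. LN-LEC exceeded LN-BEC in 689 genes and LN-BEC exceeded LN-LEC in 819. D-LEC exceeded LN-BEC in 741 genes and LN-BEC exceeded D-LEC in 1589. Counting each gene once per population, 1592 genes were overexpressed in LN-LEC, 1839 in LN-BEC and 1004 in D-LEC, and 3305 genes were a 5X-DEG in at least 1 comparison. Testing directly whether the fold change exceeds 5 (edgeR's glmTreat), a stricter question, left 1806 genes. Removing 1 library at a time gave between 3112 and 3289. Of the genes in Table S2, 3128 have a row in the deposited table under the same symbol, and 3090 of these were 5X-DEG in this fit. From these numbers beside the similar numbers of expressed genes, the paper proposes that the LN populations have more elaborated functions than D-LEC.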

Since the total expressed genes in these populations were similar (Figure S1C), the substantially higher numbers of 5X-DEG in LN-BEC and LN-LEC relative to D-LEC suggests that the two LN populations have more elaborated functionalities.

**Figure 1:**
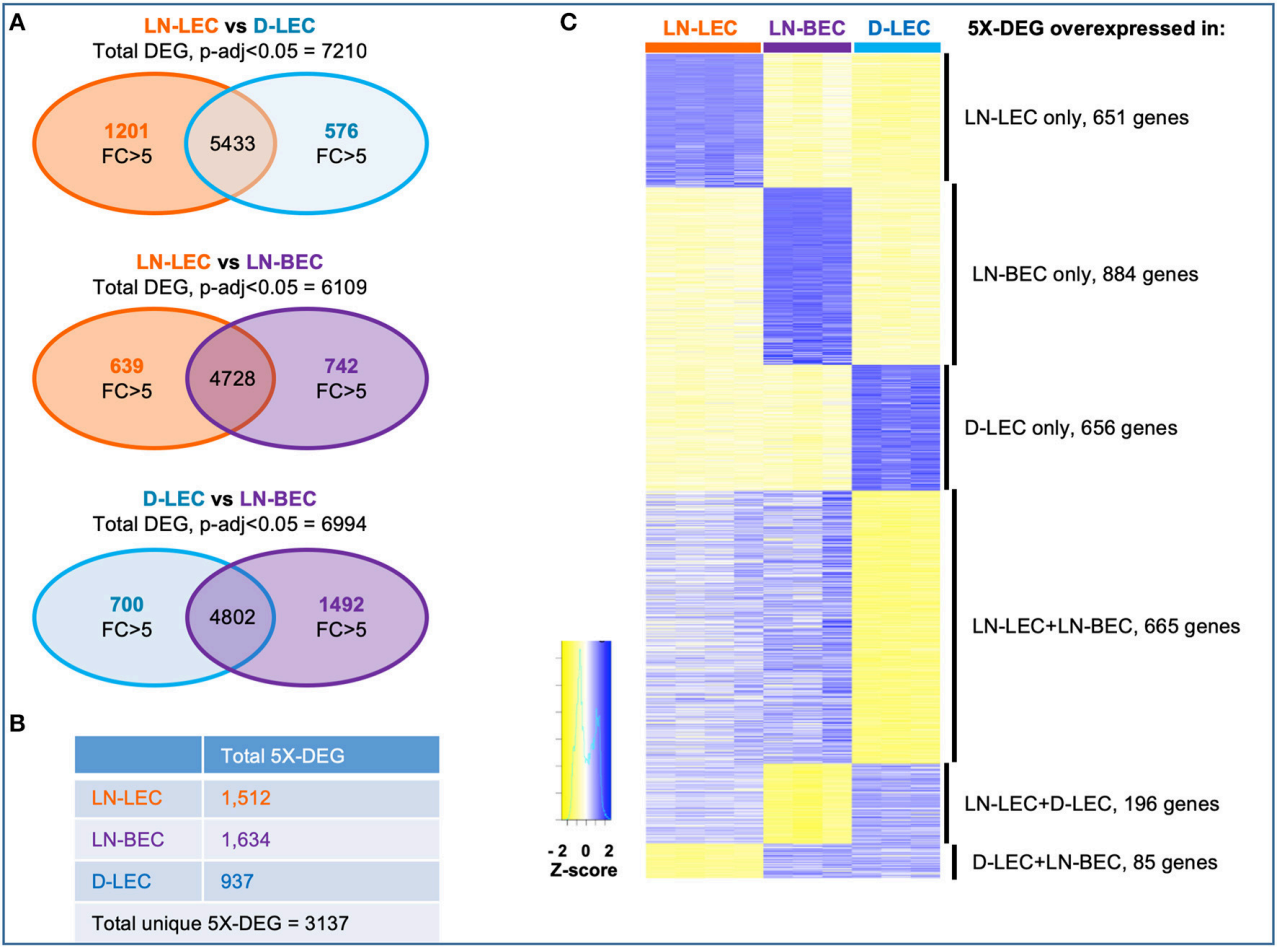
Differential gene analysis and hierarchical clustering of differentially expressed genes in LN-LEC, LN-BEC, and D-LEC revealed distinct and shared subsets by at least two populations. **(A)** Venn diagrams showing pairwise comparisons of LN-LEC, LN-BEC, and D-LEC. **(B)** Total number of unique and cell type specific 5X-DEG. **(C)** Hierarchical clustering of distinct and shared subsets of 5X-DEG. Complete lists of 5X-DEGs in each subset are listed in Table S2.

Hierarchical clustering identified subsets of 5X-DEG distinct to only LN-LEC, LN-BEC, and D-LEC, and subsets shared by two cell types: LN-LEC+LN-BEC, LN-LEC+D-LEC, and D-LEC+LN-BEC (Figure 1C; Table S2). 

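Each 5X-DEG was placed by a fixed rule in place of a visual reading of the clustering. The rule was read from the fold changes printed in Table S2, so a match with its subsets is partly built in. A gene at least 5-fold higher in 2 populations than in the remaining 1 was put in the shared subset of those 2, and every other 5X-DEG in the subset of the population in which it was highest. This gave 574 genes in LN-LEC only, 934 in LN-BEC only, 667 in D-LEC only, 793 in LN-LEC+LN-BEC, 225 in LN-LEC+D-LEC and 112 in D-LEC+LN-BEC. Of the genes of Table S2 that were 5X-DEG in this fit, 2829 fell in the subset that Table S2 gives them (91.6%). The largest group that did not was 111 genes listed as LN-LEC only in Table S2 that were also 5X-DEG for LN-BEC over D-LEC. The rule itself matters most for the LN-LEC+LN-BEC subset, which held 388 genes when genes were instead split at the midpoint between the highest and the lowest population.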

There were relatively few 5X-DEG in the D-LEC+LN-BEC shared subset, consistent with the distinct developmental origins and anatomical locations of these two populations. 

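The D-LEC+LN-BEC subset was 3.39% of the 5X-DEG, the smallest of the 6 subsets. Across the fits that left out 1 library each it held between 96 and 132 genes.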

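The LN-LEC+LN-BEC subset (24% of the 5X-DEG) was 3.52 times as large as the LN-LEC+D-LEC subset (6.81%). With each library left out in turn the ratio ranged from 2.78 to 4.38, and with the midpoint rule it was 2.49. It fell to 2.61 when SL107998 and SL107999, the least typical LN-BEC and LN-LEC libraries, were both left out.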

Intriguingly, the LN-LEC+LN-BEC shared subset contained 3.4 times more 5X-DEG than the LN-LEC+D-LEC shared subset. Thus, despite their different developmental origins, the two LN-localized endothelial populations are more transcriptionally related to one another than the two LEC populations that occupy distinct anatomical niches.

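Without a threshold on the fold change, fewer genes differed between LN-LEC and LN-BEC (38.2% of those tested) than between LN-LEC and D-LEC (45.8%). Levels of all LN-LEC libraries lay outside those of all LN-BEC libraries for 44.9% of genes, and outside those of all D-LEC libraries for 50%. With library labels drawn at random in groups of 4 and 3, that share would be 5.71%. From the larger shared LN subset, the paper concludes that the 2 LN populations are more closely related in transcription than the 2 LEC populations.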

We used GOrilla software to identify biological process and molecular function Gene Ontology (GO) terms in each 5X-DEG subset that were highly ranked based on enrichment score (see Methods), which emphasizes co-expression of multiple genes associated with a term, rather than overexpression of individual genes. We identified GO terms with significant (p-adjusted < 0.001) enrichment scores in all 5X-DEG subsets except D-LEC+LN-BEC (Figure S2B), and this subset was thus excluded from the analyses below. These GO terms were often interrelated and were further grouped into clusters based on visual inspection (Table S3; Figure S2C). These clusters, and the overexpressed genes that they contained, are discussed in more details in sections below.

### Differential Expression of Extracellular Matrix Components and Cell Adhesion Molecules Suggest Specialized Structural and Functional Attributes of LEC and BEC in Distinct Tissue Microenvironments

GO terms related to extracellular matrix (ECM) were highly ranked in all 5 5X-DEG subsets and identified overexpressed genes in several different processes and functions. Each subset overexpressed different collagen molecules while 3 laminin family members were overexpressed in one of the two LN endothelial cell populations, and 4 fibronectin family members were overexpressed in one of the two LEC populations (Figure 2). 

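All 17 collagen genes of Figure 2 were 5X-DEG, 3 in LN-LEC only, 6 in LN-LEC+LN-BEC, 4 in LN-LEC+D-LEC, 3 in D-LEC only and 1 in LN-BEC only. Col14a1, on chromosome 15 from 55139305 to 55352358 of mm9, was 1529.9 ± 257 in LN-LEC (SD, n = 4), 268 ± 129 in LN-BEC (n = 3) and 276 ± 104 in D-LEC (n = 3) and exceeded both other populations in LN-LEC (log2 fold change 2.49, standard error 0.39, edgeR adjusted p = 7.8e-04 over D-LEC). Col13a1 was highest in LN-BEC, at 39.7 ± 5.19, 1462 ± 168 and 79.4 ± 9.01 in LN-LEC, LN-BEC and D-LEC. Col12a1 and Col27a1 had their highest levels in LN-LEC, at 9233 ± 449 and 3069 ± 289, but were also over 5-fold higher in LN-BEC than in D-LEC (Col12a1, log2 fold change 2.87, standard error 0.47, edgeR adjusted p = 0.0011), which puts them in LN-LEC+LN-BEC here. LN-LEC RNA in the LN-BEC libraries was not excluded as a source of the LN-BEC level of Col12a1. Among laminins, Lama3 was highest in LN-BEC (log2 fold change 5.46, standard error 0.40, edgeR adjusted p = 4.7e-06), and Lamb3 was highest in LN-LEC. The fibronectin gene Fn1 stood at 8994 ± 531, 1606 ± 603 and 5126 ± 611, and the difference between LN-LEC and D-LEC was under 2-fold (log2 fold change 0.83, standard error 0.23, edgeR adjusted p = 0.013).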

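Of 19 genes of the tenascin, thrombospondin, elastin-related and proteoglycan families in Figure 2, 5 fell in LN-LEC only, 9 in D-LEC only, 2 in LN-LEC+D-LEC, 2 in LN-LEC+LN-BEC (Bcan and Egflam) and 1 in D-LEC+LN-BEC (Spock2). None was in LN-BEC only. Tnc, on chromosome 4 from 63620819 to 63708049 of mm9, had 20832 ± 1952 in LN-LEC (SD, n = 4), 804 ± 467 in LN-BEC (n = 3) and 573 ± 85 in D-LEC (n = 3), a difference from LN-BEC (log2 fold change 4.71, standard error 0.39, edgeR adjusted p = 1.3e-05) that no replicate crossed. Mmrn1 was the most abundant of these genes in D-LEC, at 206254 ± 6116, against 33693 ± 4278 in LN-LEC and 1145 ± 983 in LN-BEC. Spock2 was low everywhere, at 2.67 ± 1.71, 13.9 ± 14.9 and 30.1 ± 3.0, and exceeded LN-LEC by over 5-fold in LN-BEC as well as in D-LEC (log2 fold change 2.39, standard error 0.73, edgeR adjusted p = 0.019 for LN-BEC). The LN-BEC difference was not significant in 3 of the 10 fits that each left out 1 library, SL107991 among them (log2 fold change 1.00, edgeR adjusted p = 0.30).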

Members of the tenascin, thrombospondin, elastin, and proteoglycan families were overexpressed in one or both of the two LEC populations, but none were overexpressed in LN-BEC. Similarly, ECM remodeling enzymes of the MMP, ADAM, and LOXL families were widely overexpressed in the LEC subpopulations, but minimally in LN-BEC. These data point to an elaboration of ECM components in LEC compared to BEC, and also suggest that LEC in different anatomical locations create distinct ECM microenvironments through both synthesis and remodeling activities. These may contribute to distinct structural and functional attributes of adjacent lumenal and ablumenal compartments.

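None of the 10 MMP, ADAM and LOXL family genes of Figure 2 was in LN-BEC only. There were 2 in LN-LEC only, 4 in D-LEC only, 2 in LN-LEC+D-LEC and 2 in LN-LEC+LN-BEC. Mmp9, on chromosome 2 from 164773751 to 164781346 of mm9, was 5382 ± 1148 in LN-LEC (SD, n = 4), 90.8 ± 98.2 in LN-BEC (n = 3) and 7.34 ± 5.06 in D-LEC (n = 3), and although LN-LEC exceeded LN-BEC (log2 fold change 5.95, standard error 0.73, edgeR adjusted p = 3.4e-04), LN-BEC also exceeded D-LEC (log2 fold change 3.69, standard error 1.13, edgeR adjusted p = 0.029). The LN-BEC value of Mmp9 ranged from 19 to 203 between replicates, with the highest in SL107998. LN-LEC RNA in the LN-BEC libraries was not excluded as its source. The difference of Mmp9 from D-LEC was not significant in any fit without 1 of the D-LEC libraries (edgeR adjusted p from 0.064 to 0.099). Adamts9 was the only enzyme that was highest in LN-BEC, at 11577 ± 416 against 8042 ± 1028 in LN-LEC, and these 2 populations differed little (log2 fold change 0.51, standard error 0.12, edgeR adjusted p = 0.0034). Mmp14 and Loxl2 had their highest levels in D-LEC, at 6077 ± 1836 and 1919.5 ± 495.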

**Figure 2:**
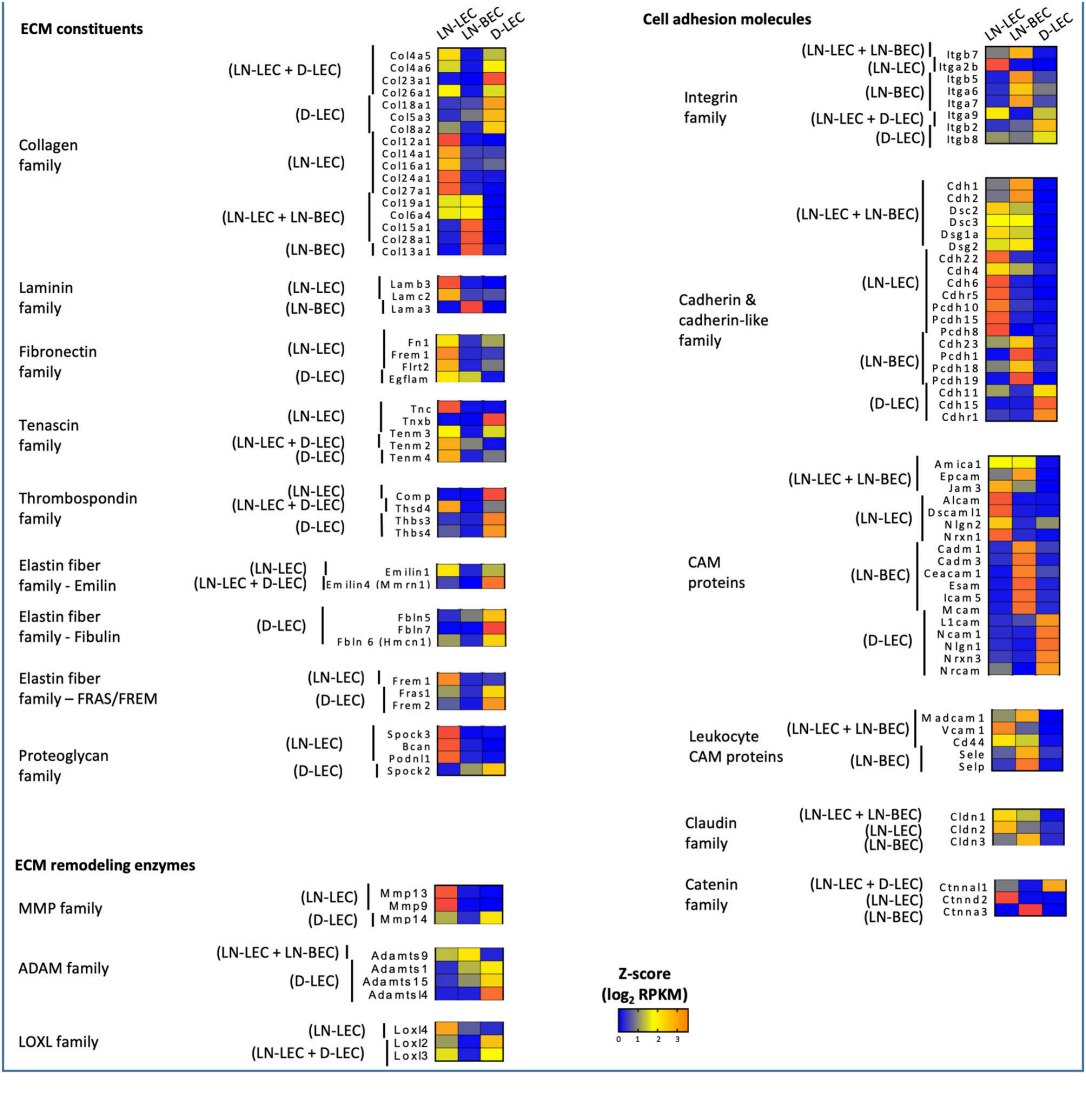
5X-DEG in all five subsets expressed distinct and shared members of the ECM constituents, remodeling enzymes, cell adhesion molecules. Heatmap analysis based on Z-score values of average log2 FPKM for replicates in each cell type (details in Methods).

GO terms related to cell adhesion were also highly ranked in all 5 5X-DEG subsets. 

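Figure 2 names 8 integrin genes. All were 5X-DEG, and 8 of 8 were in the subset that Table S2 gives them. Itga2b, on chromosome 11 from 102314611 to 102331197 of mm9, was in LN-LEC only, with normalized counts of 9603 ± 1399 in LN-LEC (SD, n = 4), 332 ± 204 in LN-BEC (n = 3) and 103 ± 45.2 in D-LEC (n = 3) and a large difference from D-LEC (log2 fold change 6.59, standard error 0.51, edgeR adjusted p = 1.2e-05). Itgb5, Itga6 and Itga7 were in LN-BEC only, of which Itga6 was the most abundant at 4653 ± 454 in LN-BEC. Itgb2 and Itgb8 were in D-LEC only, at 117 ± 39.8 and 31.6 ± 6.31 in D-LEC. Itgb7 was the LN-LEC+LN-BEC member, and Itga9 the LN-LEC+D-LEC member.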

Each of the 5 subsets overexpressed different integrin molecules (Figure 2). The LN-LEC, LN-BEC, D-LEC, and LN-LEC+LN-BEC also overexpressed different cadherin and cadherin-like family members and cell adhesion molecules (CAMs), known to mediate homophilic adhesion of endothelial population of common lineage and origin. 

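Of 20 cadherin, protocadherin and desmosomal cadherin genes, 4 were in LN-LEC only, 3 in LN-BEC only, 3 in D-LEC only and 10 in LN-LEC+LN-BEC. Dsg2, on chromosome 18 from 20716617 to 20763027 of mm9, was the most abundant of them in both LN populations, at 9924 ± 1663 in LN-LEC (SD, n = 4), 12134 ± 1169 in LN-BEC (n = 3) and 26.6 ± 9.16 in D-LEC (n = 3). Its level in LN-LEC was above that in D-LEC (log2 fold change 8.56, standard error 0.25, edgeR adjusted p = 6.0e-11) and close to that in LN-BEC (log2 fold change 0.28, standard error 0.15, edgeR adjusted p = 0.19). Several of these genes were near the limit of detection, and 7 of the 20 had at most 3 counts in each D-LEC library. Among 18 cell adhesion molecules, 4 were in LN-LEC only, 6 in LN-BEC only, 4 in D-LEC only, 3 in LN-LEC+LN-BEC and 1 (Nrcam) in LN-LEC+D-LEC. Alcam was the most abundant in LN-LEC, at 19752 ± 2345 (log2 fold change 4.71, standard error 0.35, edgeR adjusted p = 5.9e-06 over LN-BEC), and Mcam in LN-BEC, at 21422 ± 1935 (log2 fold change 4.01, standard error 0.26, edgeR adjusted p = 9.4e-07 over LN-LEC).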

No integrins or cadherin family members were overexpressed in the LN-LEC+D-LEC subset, suggesting a significant distinction in the patterns of cell engagement by these two LEC subpopulations. 

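No cadherin family gene of Figure 2 fell in the LN-LEC+D-LEC subset. Among the integrins, Itga9, on chromosome 9 from 118515827 to 118810121 of mm9, had normalized counts of 7105 ± 805 in LN-LEC (SD, n = 4), 619.9 ± 125 in LN-BEC (n = 3) and 5026 ± 279 in D-LEC (n = 3). It was higher than in LN-BEC in LN-LEC (log2 fold change 3.54, standard error 0.14, edgeR adjusted p = 4.2e-10) and in D-LEC (log2 fold change 3.01, standard error 0.14, edgeR adjusted p = 1.0e-09), so that it met the criteria of the LN-LEC+D-LEC subset, in which Table S2 and Figure 2 also list it. The adhesion molecule Nrcam, at 589 ± 133, 17.9 ± 19 and 1802 ± 58.9 in LN-LEC, LN-BEC and D-LEC, met them as well.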

The leukocyte CAMs, all of which play well-established roles in mediating the extravasation of cells into lymphoid and peripheral tissues, were overexpressed in the LN-BEC only, but also LN-LEC+LN-BEC 5X-DEG subsets. 

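Sele and Selp were in LN-BEC only. Selp had normalized counts of 164 ± 29.5 in LN-LEC (SD, n = 4), 1191 ± 156 in LN-BEC (n = 3) and 46.2 ± 17.7 in D-LEC (n = 3) and was higher in LN-BEC than in LN-LEC (log2 fold change 2.84, standard error 0.19, edgeR adjusted p = 7.8e-08). A part of its exons, 12.7% of the bases, also belongs to another row of the table, and fragments there were not counted. Madcam1, Vcam1 and Cd44 were in LN-LEC+LN-BEC. Madcam1, on chromosome 10 from 79127319 to 79131281 of mm9, had 3547 ± 429 in LN-LEC, 8377 ± 2181 in LN-BEC and 3.1 ± 3.15 in D-LEC (log2 fold change 10.32, standard error 0.41, edgeR adjusted p = 8.2e-09 for LN-LEC over D-LEC). Vcam1 was higher in LN-LEC, at 11412 ± 1030.4, than in LN-BEC, at 2562 ± 325 (log2 fold change 2.17, standard error 0.18, edgeR adjusted p = 1.7e-06).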

Their function in LN-LEC remains to be established. Claudin and catenin family members were also overexpressed almost exclusively in the LN endothelial populations, with only a single catenin gene overexpressed in D-LEC associated subset. 

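Cldn1 was in LN-LEC+LN-BEC, Cldn2 in LN-LEC only and Cldn3 in LN-BEC only. All 3 were low, and the highest level was that of Cldn1 in LN-LEC, at 90.4 ± 13 normalized counts against 5.32 ± 4.46 in D-LEC (log2 fold change 4.02, standard error 0.70, edgeR adjusted p = 5.0e-04). Of the catenins, Ctnnd2 was in LN-LEC only (log2 fold change 5.65, standard error 0.66, edgeR adjusted p = 2.4e-05 over LN-BEC) and Ctnna3 in LN-BEC only, with 3.84 ± 2.31 in LN-BEC and no counted fragment in the LN-LEC and D-LEC libraries. The catenin-like gene Ctnnal1, on chromosome 4 from 56823807 to 56878083 of mm9, had 5257 ± 624 in LN-LEC (SD, n = 4), 841 ± 180.5 in LN-BEC (n = 3) and 15622 ± 1348 in D-LEC (n = 3) and was the only catenin family member in a subset that includes D-LEC (log2 fold change 1.55, standard error 0.13, edgeR adjusted p = 6.0e-07 for D-LEC over LN-LEC).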

Taken together, these data suggest that LN endothelial subpopulations are endowed with an enriched capacity for interactions with a diversity of other cells relative to D-LEC.

Conversely, GO terms related to cytoskeleton were highly ranked in the D-LEC only 5X-DEG subset, and to a lesser extent, the LN-LEC+D-LEC subset. These subsets contained a variety of overexpressed genes encoding cytoskeletal proteins and binding molecules (Figure 3). 

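All 66 genes of Figure 3 were 5X-DEG, 63 in D-LEC only, 2 in LN-LEC+D-LEC (Myoz2 and Xirp2) and 1 in D-LEC+LN-BEC (Ldb3). They covered a wide range of levels in D-LEC, from 5.06 normalized counts (Myom3) to 21524 (Dlg1). Dlg1 had 2535 ± 152 in LN-LEC (SD, n = 4), 1917 ± 125 in LN-BEC (n = 3) and 21524 ± 197 in D-LEC (n = 3) and was higher in D-LEC than in LN-LEC (log2 fold change 3.06, standard error 0.08, edgeR adjusted p = 8.9e-12). Acta1, the skeletal muscle actin gene on chromosome 8 from 126415667 to 126418636 of mm9, had 528 ± 49 in D-LEC against 1.42 ± 2.08 in LN-LEC (log2 fold change 8.00, standard error 0.43, edgeR adjusted p = 5.0e-09). Of the 66 genes, 16 had at most 3 counts in each LN-LEC library, most of them genes of the sarcomere such as Myh2 (at least 11.9-fold higher in D-LEC) and Myl2. A list of 24 skeletal muscle genes that encode no cytoskeletal protein was higher in D-LEC as well (limma's camera, adjusted p = 4.8e-05 over 42 tests, 21 of 24 genes higher in D-LEC than in LN-LEC). The paper proposes that these genes let LEC of peripheral tissue keep their shape during body movement.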

The enhanced expression of these cytoskeletal proteins and binding molecules are likely attributes of LEC in peripheral tissue lymphatics that allow them to maintain shape in the face of ECM-mediated displacement during body movement.

**Figure 3:**
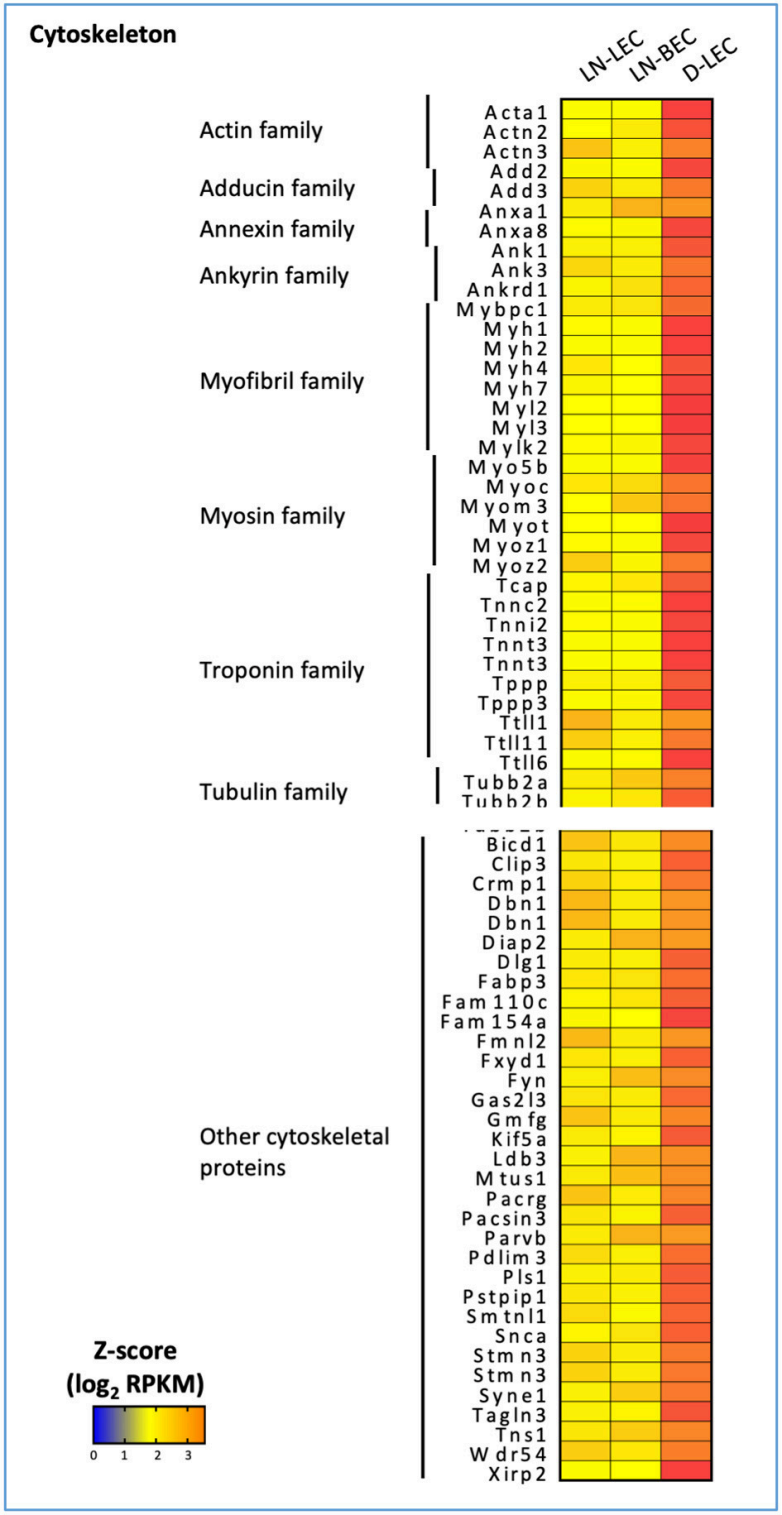
5X-DEG in D-LEC only subset showed enriched representation of different cytoskeletal protein groups compared to other 5X-DEG subsets. Heatmap analysis based on Z-score values of average log2 FPKM for replicates in each cell type (details in Methods).

### Chemokine Expression Patterns Suggest a Collaborative Division of Labor Between LEC and BEC in Maintaining Spatial Organization and Compartmentalization of Cells in LN

GO terms related to chemokines were highly ranked in the LN-associated 5X-DEG subsets, but not those associated with D-LEC. Nonetheless, the patterns of chemokine expression in the LN-associated subsets revealed a surprising degree of complexity. The homeostatic chemokines CCL19 and CCL21 are two CCR7 ligands that have been implicated in homing of multiple immune cell subsets to LN via blood and lymph and organizing the T-cell zone of secondary lymphoid organs. 

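Ccl19 was counted at 19.7 ± 10.3 in LN-LEC (SD, n = 4), 9.49 ± 5.79 in LN-BEC (n = 3) and 0 ± 0 in D-LEC (n = 3), and it was higher in LN-LEC than in D-LEC (at least 5.19-fold, edgeR adjusted p = 3.2e-04). The rows Ccl21a, Ccl21b and Ccl21c held 0 counted fragments in all 10 libraries. In mm9 these genes lie in a repeated part of chromosome 4. The annotation places Ccl21a at 42231045 to 42232176 and again at 42786392 to 42787523, and 4 of the 6 places that it gives to Ccl21b and to Ccl21c lie between 41774207 and 42626785, where the exons of the 2 overlap. Ccl19 is annotated at 42248504 to 42250497 and at 42768057 to 42770050. All 100-base windows of the exons of Ccl21a, Ccl21b, Ccl21c and Ccl19 occur at least 2 times in this region of the reference. Fragments that align to several places, or that overlap exons of 2 rows, were not counted, so that the counts of these genes have a low ceiling in every library, and the level of Ccl19 is uncertain for the same reason. Of the other 349 rows of the table whose exons all lie within another row, 346 had no counted fragment in any library.

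**Figure D2:**
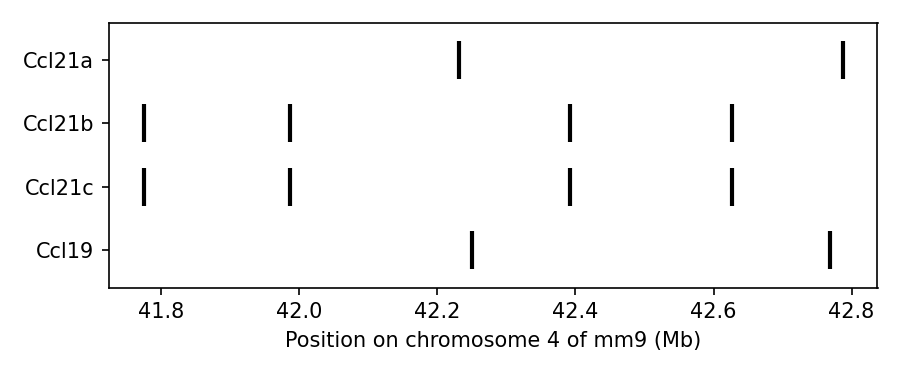
Map of the repeated region of chromosome 4 of mm9, with the position in megabases on the horizontal axis and 1 line for each gene. Each mark is an annotated copy of Ccl21a, Ccl21b, Ccl21c or Ccl19, and every 100-base exon window of these 4 genes has another copy in the region.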

CCL19 was overexpressed in the LN-LEC+LN-BEC subset (Figure 4), while CCL21 was not expressed at all in any analyzed EC population (<1 FPKM). While this is at odds with previous studies (10), we also confirmed using Q-PCR that CCL21 expression in LN-LEC was negligible compared to expression in bulk LN (Figure S3). Previous studies demonstrated the preferential ability of CCL19 to recruit CCR7^+^ cells compared to CCL21 (23–26) and that CCL19 signaling blocks directed migration of CCR7^+^ cells toward weak CCL21 signal (27). Our results suggest that autocrine secretion of CCL19 by LEC and BEC may play a role in organizing CCR7^+^ cells in the face of distinct gradients of CCL21.

**Figure 4:**
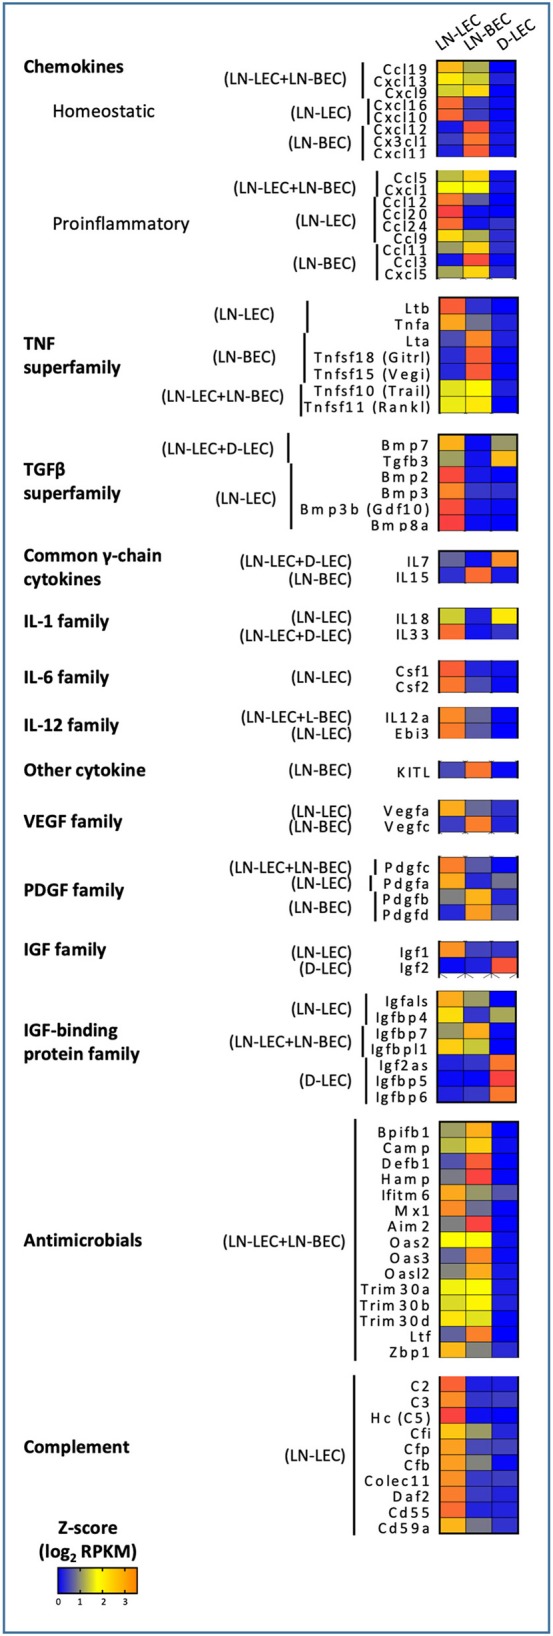
5X-DEG revealed immunomodulatory role of LEC and BEC via cytokines and innate effector molecules production. Heatmap analysis based on Z-score values of average log2 FPKM for replicates in each cell type (details in Methods).

The homeostatic chemokine CXCL13, a ligand for CXCR5 that organizes the B-cell zone of secondary lymphoid organs, was also overexpressed in the LN-LEC+LN-BEC subset (Figure 4). 

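Cxcl13, on chromosome 5 from 96385958 to 96390087 of mm9, had normalized counts of 2023 ± 1266 in LN-LEC (SD, n = 4), 1411 ± 783 in LN-BEC (n = 3) and 231 ± 142 in D-LEC (n = 3). Both LN populations exceeded D-LEC, LN-LEC by a log2 fold change of 3.17 and LN-BEC by more than 5-fold (log2 fold change 2.64, standard error 0.77, edgeR adjusted p = 0.024). The LN-BEC difference was not significant in 4 of the 10 fits that each left out 1 library (edgeR adjusted p up to 0.081). LN-LEC and LN-BEC did not differ by more than the spread between replicates (log2 fold change 0.53, standard error 0.66, edgeR adjusted p = 0.58).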

A previous study reported CXCL13 expression in LEC but not BEC isolated from peripheral LN (28), while another reported that it is highly expressed on HEV from Peyer's Patches (29). Because our LN samples were pooled from both peripheral and mesenteric LN, it is possible that LN-BEC in mesenteric LN may be similar to those in Peyer's Patches due to their close anatomical proximity. Nonetheless, insofar as CXCL13 appears to be essential for organization of LN but not B-cell entry (30, 31), our results suggest that both LN-LEC and LN-BEC have the potential to influence this process.

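Cxcl12, on chromosome 6 from 117118553 to 117131386 of mm9, had normalized counts of 1606 ± 393 in LN-LEC (SD, n = 4), 35444 ± 644 in LN-BEC (n = 3) and 1068 ± 113 in D-LEC (n = 3). The level in LN-BEC was above that in LN-LEC (log2 fold change 4.45, standard error 0.17, edgeR adjusted p = 8.1e-10) and in D-LEC (log2 fold change 5.06, standard error 0.20, edgeR adjusted p = 5.4e-10). Every LN-BEC library, from 34789.8 to 36076, was above every library of the other 2 populations, of which the highest had 2037.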

CXCL12, a chemokine that plays multiple roles but is particularly involved in homing of both T- and B-cells into LN (29, 32–34), was overexpressed only in LN-BEC (Figure 4). This is in keeping with its principle function in homing, as opposed to organization, of LN. LN-BEC also selectively expressed CX3CL1, a membrane associated chemokine that binds to CX3CR1^+^ cells. These include memory CD8 T-cells that reside in the LN-subcapsular cortex (35), and efferocytic T-zone macrophages (TZM) (36). 

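Cx3cl1, on chromosome 8 from 97296080 to 97306326 of mm9, had normalized counts of 109 ± 23.4 in LN-LEC (SD, n = 4), 792 ± 83.8 in LN-BEC (n = 3) and 45.1 ± 11.7 in D-LEC (n = 3). It was in LN-BEC only, higher than in LN-LEC (log2 fold change 2.83, standard error 0.19, edgeR adjusted p = 3.7e-08) and than in D-LEC (log2 fold change 4.15, standard error 0.23, edgeR adjusted p = 3.6e-09).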

There is no current evidence demonstrating that CX3CL1 mediates recruitment or localization of these cells in LN. To the contrary, CX3CR1 deficient TZM localize in normal numbers, but are deficient in clearance of apoptotic cells (36) because CX3CL1 also functions as an “eat me” signal (37) Nonetheless, the selective expression of CX3CL1 in LN-BEC is not entirely consistent with this role, and suggests that it may play a role in recruitment of cells to LN.

In contrast, LN-LEC overexpressed another membrane-bound chemokine CXCL16, which has activities as a chemoattractant and a scavenger receptor (Figure 4). 

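Cxcl16, on chromosome 11 from 70267736 to 70273486 of mm9, had normalized counts of 4139 ± 529 in LN-LEC (SD, n = 4), 509 ± 125 in LN-BEC (n = 3) and 90.3 ± 7.13 in D-LEC (n = 3). LN-LEC exceeded LN-BEC (log2 fold change 3.04, standard error 0.16, edgeR adjusted p = 1.0e-08) and D-LEC (log2 fold change 5.53, standard error 0.19, edgeR adjusted p = 1.4e-10). LN-BEC in turn exceeded D-LEC by 5.61-fold, just above the 5-fold criterion, which moves the gene from LN-LEC only, where Table S2 has it, to LN-LEC+LN-BEC. Of the exon bases of Cxcl16, 14.8% also belong to another row of the table, and fragments there were not counted.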

As a chemoattractant it binds to CXCR6, which is expressed on activated CD8 and CD4 T cells (38–42). CXCL16 expressed in LN fibroblastic reticular cells was shown to mediate migration and mild adhesion of CXCR6^+^ CD8 and CD4 T cells (43). CXCL16 expression by LN-LEC could function similarly, and could mediate immune regulation of activated T cells along with other molecules such as PD-L1 and Lag3 (15, 16).

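Of 9 proinflammatory chemokine genes that Figure 4 lists besides the Cxcr3 ligands, 3 were in LN-LEC+LN-BEC (Ccl5, Cxcl1 and Ccl20), 3 in LN-LEC only (Ccl12, Ccl24 and Ccl9) and 3 in LN-BEC only (Ccl11, Ccl3 and Cxcl5). Cxcl1, on chromosome 5 from 91320271 to 91322141 of mm9, had normalized counts of 1722 ± 672 in LN-LEC (SD, n = 4), 1671 ± 96.3 in LN-BEC (n = 3) and 137 ± 49.8 in D-LEC (n = 3), and LN-LEC exceeded D-LEC (log2 fold change 3.65, standard error 0.36, edgeR adjusted p = 3.5e-05). Ccl20 was the chemokine most restricted to LN-LEC, at 1246 ± 437 against 25.3 ± 18.2 in LN-BEC (log2 fold change 5.68, standard error 0.49, edgeR adjusted p = 1.4e-05). LN-LEC RNA in the LN-BEC libraries was not excluded as the source of its LN-BEC level, so its shared placement is uncertain. None of the 9 was more than 5-fold higher in D-LEC than in another population. Levels of several of these genes were low, and Ccl12 and Ccl3 reached no more than 8.25 and 2.69 in LN-LEC.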

Perhaps surprisingly, the LN-LEC+LN-BEC, LN-LEC, and LN-BEC subsets each overexpressed several proinflammatory chemokines, which collectively support recruitment of a variety of immune cells, many of which are not resident in resting SLO (Figure 4). CXCL1 is essential for neutrophil migration and neutrophil extracellular trap formation (44), while CCL5 mediates recruitment of leukocytes expressing its cognate receptor, CCR5 (45).However, D-LEC do not overexpress any similar chemokines. Given the pervasiveness of blood and lymphatic vessels in the LN, the shared expression of these chemoattractant molecules seems consistent with a role in recruitment of T-cells and DC on the one hand and B-cells on the other. However, it is also conceivable that only well-localized subpopulations of each endothelial cell type express either chemokine, enabling them to participate in organizational processes.

CXCR3 is a chemokine receptor that is widely expressed on activated and memory type I CD4 and CD8 T cells. 

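Cxcl9, on chromosome 5 from 92750357 to 92757105 of mm9, had normalized counts of 3036 ± 2073 in LN-LEC (SD, n = 4), 4338 ± 974 in LN-BEC (n = 3) and 20.2 ± 8.83 in D-LEC (n = 3), and Cxcl10 had 5915 ± 1028, 738 ± 257 and 61.8 ± 22.1 in LN-LEC, LN-BEC and D-LEC. For Cxcl9, LN-LEC did not differ from LN-BEC (log2 fold change 0.50, standard error 0.46, edgeR adjusted p = 0.44, and 0.0011 without the LN-LEC library SL107994), and LN-BEC exceeded D-LEC (log2 fold change 7.68, standard error 0.73, edgeR adjusted p = 5.4e-05). Cxcl10 was higher in LN-LEC than in LN-BEC (log2 fold change 3.02, standard error 0.28, edgeR adjusted p = 1.9e-05), but was also over 5-fold higher in LN-BEC than in D-LEC (log2 fold change 3.54, standard error 0.33, edgeR adjusted p = 1.5e-05), so that Cxcl10 met the criteria of LN-LEC+LN-BEC. Cxcl11 was in LN-BEC only, at 41.3 ± 5.44 in LN-BEC against 2.82 ± 2.43 in LN-LEC (log2 fold change 3.83, standard error 0.71, edgeR adjusted p = 6.1e-04).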

Interestingly, LN-LEC and LN-BEC both overexpress one CXCR3 ligand, CXCL9, while the two others, CXCL10 and CXCL11, are overexpressed only in LN-LEC or LN-BEC, respectively, although CXCL11 is a pseudogene in C57Bl/6 mice (Figure 4). 

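Ccl5, on chromosome 11 from 83339281 to 83344020 of mm9, had normalized counts of 63.9 ± 29 in LN-LEC (SD, n = 4), 105 ± 20.6 in LN-BEC (n = 3) and 5.09 ± 6.52 in D-LEC (n = 3) and was higher in LN-LEC than in D-LEC (log2 fold change 3.80, standard error 0.65, edgeR adjusted p = 3.6e-04). Ccl3 was highest in LN-BEC, at 70.7 ± 109 (n = 3) against 2.69 ± 3.85 in LN-LEC (n = 4) and 1.09 ± 1.01 in D-LEC. LN-BEC exceeded LN-LEC in Ccl3 (log2 fold change 4.35, standard error 1.47, edgeR adjusted p = 0.044), and the gene fell in LN-BEC only, where Table S2 also lists it. SL107998 held most of these fragments, with 196 against 1.75 and 13.8 in the other LN-BEC libraries. The difference from LN-LEC was not significant in 7 of the 10 fits that each left out 1 library, without SL107998 least of all (log2 fold change 1.27, edgeR adjusted p = 0.43). It was not significant either with no low-count filter, with only these 2 populations in the fit, or without both SL107998 and SL107999.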

CCR5 is a chemokine receptor with a similar expression pattern on T cells, and additionally on macrophages and dendritic cells, and two of its ligands, CCL5 and CCL3, are overexpressed by LN-LEC+LN-BEC and LN-LEC subsets, respectively (Figure 4). This suggests a subtle interplay between LN-LEC and LN-BEC in fine-tuning organization and movement of different antigen experienced and antigen presenting cells in the LN.

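The count table lists Ackr1, Ackr3 and Ackr4 under their earlier symbols Darc, Cxcr7 and Ccrl1. Ccrl1 fell in LN-LEC only, Cxcr7 in D-LEC only, Darc in LN-LEC+LN-BEC and Ccrl2 (ACKR5) in LN-BEC only. No atypical receptor was in LN-LEC+D-LEC. All 4 receptors were 5X-DEG, and the lowest level among the populations that overexpressed them was that of Darc in LN-LEC, at 375 ± 33.2 normalized counts, against 4.77 ± 3.52 in D-LEC (log2 fold change 6.41, standard error 0.25, edgeR adjusted p = 2.1e-10).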

In keeping with this idea, we also found overexpression of atypical chemokine receptors in LN-LEC, LN-BEC, D-LEC, and LN-LEC+LN-BEC subsets, but not the LN-LEC+D-LEC subset (Figure 5). These molecules typically function as decoy receptors to create chemoattractant gradients through chemokine sequestration. 

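Ccrl2, which encodes ACKR5 and lies on chromosome 9 from 110957339 to 110959774 of mm9, had normalized counts of 358 ± 52.2 in LN-LEC (SD, n = 4), 496 ± 13.1 in LN-BEC (n = 3) and 95.6 ± 25.2 in D-LEC (n = 3). LN-BEC exceeded D-LEC by 5.15-fold (log2 fold change 2.37, standard error 0.19, edgeR adjusted p = 1.5e-07) and LN-LEC exceeded D-LEC by 3.75-fold (log2 fold change 1.91, standard error 0.18, edgeR adjusted p = 1.0e-06). Only the LN-BEC difference passed the 5-fold criterion, so that the gene was in LN-BEC only by this rule. LN-LEC and LN-BEC differed little in Ccrl2 (log2 fold change 0.46, standard error 0.16, edgeR adjusted p = 0.036), and not significantly in 6 of the 10 fits that each left out 1 library (edgeR adjusted p up to 0.10).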

The LN-LEC+LN-BEC subset overexpressed ACKR5, which binds to CCL19. Since this same subset overexpresses CCL19, this may suggest that expression of the chemokine and the decoy receptor differs based on precise location within the LN. LN-LEC and D-LEC respectively overexpressed the atypical chemokine receptors, ACKR4 and ACKR3, which bind to CCL21, and CXCL11 and CXCL12, respectively. 

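Ackr4, counted as Ccrl1 on chromosome 9 from 104000468 to 104028973 of mm9, had normalized counts of 8219.8 ± 3212 in LN-LEC (SD, n = 4), 316 ± 185 in LN-BEC (n = 3) and 93.8 ± 13.5 in D-LEC (n = 3), and LN-LEC exceeded LN-BEC (log2 fold change 4.72, standard error 0.52, edgeR adjusted p = 1.4e-04). Ackr3, counted as Cxcr7, had 2071 ± 625, 1565 ± 363 and 11937 ± 1747 in LN-LEC, LN-BEC and D-LEC. D-LEC exceeded LN-BEC (log2 fold change 2.93, standard error 0.28, edgeR adjusted p = 1.6e-05) and, by somewhat less, LN-LEC.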

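Ackr1, counted as Darc on chromosome 1 from 175262017 to 175263634 of mm9, was at 7196 ± 1046 normalized counts in LN-BEC (SD, n = 3), which was above LN-LEC (log2 fold change 4.25, standard error 0.14, edgeR adjusted p = 9.9e-11) and above D-LEC (log2 fold change 10.65, standard error 0.25, edgeR adjusted p = 4.9e-12). Because LN-LEC also exceeded D-LEC by more than 5-fold, the rule placed Darc in LN-LEC+LN-BEC, with a level in LN-BEC 19 times that in LN-LEC.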

LN-BEC overexpressed ACKR1, which binds to CCL2, CCL5, CXCL1, CXCL4, CXCL5, CXCL7, and CXCL8. These data suggest that the expression of these chemokine decoy receptors may further augment cooperative interplay of LEC and BEC in controlling chemokine gradients in LN to promote directional sensing, migration, and activation of immune cells.

**Figure 5:**
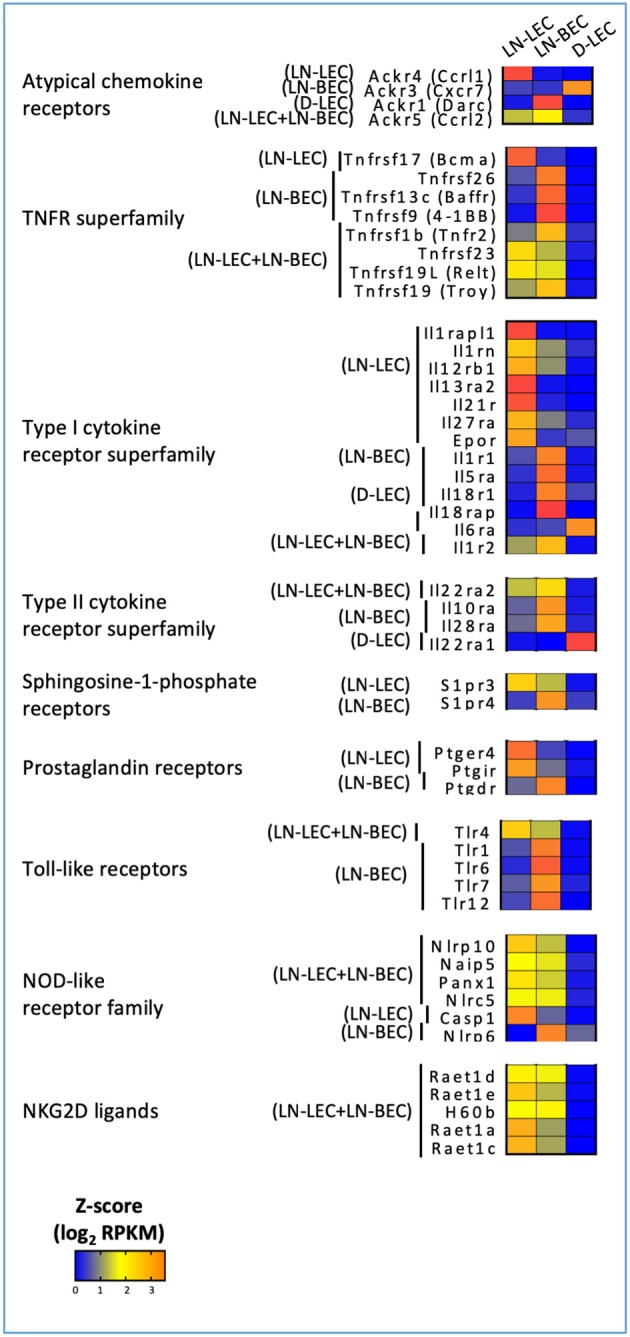
5X-DEG revealed immunosensory role LEC and BEC via cytokines and pathogen sensing. Heatmap analysis based on Z-score values of average log2 FPKM for replicates in each cell type (details in Methods).

### TNF and TNFR Superfamily Expression Patterns Suggest Overlapping but Distinct Involvement of LEC and BEC in Maintenance of LN Microarchitecture and Involvement in Autocrine and Paracrine Signaling Mechanisms

GO terms related to TNF and TNFR superfamily members were also highly ranked in the LN-associated 5X-DEG subsets, but not those associated with D-LEC. The LN-BEC 5X-DEG subset overexpressed TNFR2 (TNFRSF1B) (Figure 5). 

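Tnfrsf1b, on chromosome 4 from 144802271 to 144836773 of mm9, had normalized counts of 701 ± 64.7 in LN-LEC (SD, n = 4), 1938 ± 121 in LN-BEC (n = 3) and 277 ± 10.5 in D-LEC (n = 3) and was in LN-BEC only. LN-BEC exceeded D-LEC (log2 fold change 2.81, standard error 0.11, edgeR adjusted p = 1.1e-10) and, by less than 5-fold, LN-LEC (log2 fold change 1.45, standard error 0.09, edgeR adjusted p = 2.3e-08). Of the 8 Tnf receptor superfamily genes in Figure 5, 6 fell in LN-LEC+LN-BEC and 2 in LN-BEC only, and none in a subset that includes D-LEC.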

TNFR1 (TNFRSF1A) and LTβR were overexpressed at similar levels in LN-LEC and LN-BEC relative to D-LEC, but the fold change was <5 (GSE119499). However, LN-LEC overexpressed TNFα and LTβ, while LN-BEC overexpressed LTα (Figure 4). 

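Tnfrsf1a, on chromosome 6 from 125299741 to 125312501 of mm9, had normalized counts of 1747 ± 102 in LN-LEC (SD, n = 4), 3079.9 ± 231 in LN-BEC (n = 3) and 1291 ± 131 in D-LEC (n = 3), and Ltbr had 1328 ± 123, 1463 ± 65 and 1005 ± 24.9 in LN-LEC, LN-BEC and D-LEC. The differences from D-LEC were small. For Tnfrsf1a, LN-BEC exceeded D-LEC (log2 fold change 1.26, standard error 0.10, edgeR adjusted p = 1.3e-07) and LN-LEC exceeded it by less (log2 fold change 0.46, standard error 0.09, edgeR adjusted p = 9.8e-04), and LN-BEC also exceeded LN-LEC (log2 fold change 0.80, standard error 0.09, edgeR adjusted p = 6.4e-06). For Ltbr, LN-LEC exceeded D-LEC (log2 fold change 0.42, standard error 0.09, edgeR adjusted p = 0.0016) and the 2 LN populations did not differ (log2 fold change 0.12, standard error 0.09, edgeR adjusted p = 0.30).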

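Tnf, on chromosome 17 from 35336336 to 35338941 of mm9, was in LN-LEC only, with normalized counts of 97.4 ± 17.6 in LN-LEC (SD, n = 4), 28.2 ± 21.1 in LN-BEC (n = 3) and 8.59 ± 1.47 in D-LEC (n = 3) and a higher level in LN-LEC than in LN-BEC (log2 fold change 1.81, standard error 0.41, edgeR adjusted p = 0.0028). Ltb had 159 ± 44.2, 15.5 ± 7.9 and 0.334 ± 0.578 in LN-LEC, LN-BEC and D-LEC. It was higher in LN-LEC than in LN-BEC (log2 fold change 3.35, standard error 0.42, edgeR adjusted p = 1.9e-05), and its level in LN-BEC was also above that in D-LEC (at least 4.11-fold), where it was at the limit of detection. Lta was in LN-BEC only, at a low level of 10.7 ± 11.8, which was above D-LEC (at least 2.82-fold, edgeR adjusted p = 0.04). That difference was not significant in 3 of the 10 fits that each left out 1 library (edgeR adjusted p = 0.24 without SL107998). Its excess over LN-LEC, at 2.02 ± 1.76, did not reach significance (log2 fold change 2.22, standard error 1.01, edgeR adjusted p = 0.10).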

Since LTα can form either a homotrimer that binds TNFRs or a heterotrimer with LTβ that binds LTβR, this suggests that these two populations differ in expression of these alternative forms, possibly leading to differences in autocrine or paracrine signaling that could influence lymphoid tissue microarchitecture. It is well-established that LTβR signaling is required form homeostatic maintenance of HEV phenotype, including expression of PNAd and MadCAM-1 (46) and one major source of LTα1β2 is dendritic cells (47). Conversely, LTβR signaling plays a role in expression of homeostatic chemokines (48) and dendritic cell maturation (49, 50). Our data suggest that dendritic cells influence LN-LEC and LN-BEC phenotypes via the LTβR signaling pathway, and vice versa. 

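Tnfsf11, which encodes RankL and lies on chromosome 14 from 78677253 to 78707850 of mm9, had normalized counts of 21.9 ± 4.67 in LN-LEC (SD, n = 4), 25.7 ± 4.31 in LN-BEC (n = 3) and 0 ± 0 in D-LEC (n = 3). The D-LEC libraries had no more than 3 counts each, so that the difference from D-LEC can only be bounded, for LN-LEC as at least 5.8-fold, edgeR adjusted p = 1.9e-05, and for LN-BEC as at least 6.78-fold, edgeR adjusted p = 1.5e-05. LN-LEC and LN-BEC did not differ in Tnfsf11 (log2 fold change 0.20, standard error 0.40, edgeR adjusted p = 0.74).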

Additionally, the LN-LEC+LN-BEC 5X-DEG subset overexpressed RankL (Figure 4). The roles of these molecules in LN development and maintenance are well-established (51–56), but the specific involvement of endothelial cells as either initiators or recipients of TNF-related signaling has not been well-described.

Other overexpressed TNF and TNFR superfamily members have been associated with induction of cell death. 

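Tnfsf10, which encodes TRAIL and lies on chromosome 3 from 27215999 to 27238587 of mm9, had normalized counts of 40952 ± 5992 in LN-LEC (SD, n = 4), 46139 ± 1429 in LN-BEC (n = 3) and 5438 ± 638 in D-LEC (n = 3). Both LN populations exceeded D-LEC, LN-LEC (log2 fold change 2.93, standard error 0.13, edgeR adjusted p = 8.6e-10) about as much as LN-BEC (log2 fold change 3.09, standard error 0.14, edgeR adjusted p = 6.0e-10).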

The LN-LEC+LN-BEC subset overexpressed TRAIL (TNSFSF10), a TNF-superfamily ligand known to induce death of activated cells that express TRAIL receptors (57–60) (Figure 4). However, we did not detect pro-apoptotic TNFRSF10B (TRAIL-R2) expression in either LN endothelial subset. Instead, they expressed a decoy receptor for the ligand, TNFRSF23 (mDCTRAILR1) (61) (Figure 5). These data suggest that LEC and BEC in the LN induce TRAIL-mediated apoptosis of other cell types while protecting themselves. Conversely, the LN-LEC+LN-BEC 5X-DEG subset overexpressed TNFRSF19L (RELT). 

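Tnfrsf10b, which encodes TRAIL-R2 and lies on chromosome 14 from 70167279 to 70184218 of mm9, was counted in every library, with normalized counts of 4671 ± 515 in LN-LEC (SD, n = 4), 9714 ± 923 in LN-BEC (n = 3) and 3396 ± 550.1 in D-LEC (n = 3). The level in LN-BEC was above that in D-LEC (log2 fold change 1.52, standard error 0.13, edgeR adjusted p = 3.6e-07), and LN-LEC was slightly above D-LEC (log2 fold change 0.48, standard error 0.12, edgeR adjusted p = 0.0052). The lowest library held 3070.04. None of the differences reached 5-fold, so that a list of 5X-DEG does not hold the gene. The counts are of transcript and say nothing on protein at the cell surface.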

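Tnfrsf23, on chromosome 7 from 150851712 to 150871777 of mm9, had normalized counts of 882 ± 87.3 in LN-LEC (SD, n = 4), 517 ± 39.9 in LN-BEC (n = 3) and 91.1 ± 11.3 in D-LEC (n = 3) and was in LN-LEC+LN-BEC. LN-LEC exceeded D-LEC (log2 fold change 3.30, standard error 0.13, edgeR adjusted p = 2.3e-10), and LN-BEC exceeded it by 5.69-fold (log2 fold change 2.51, standard error 0.13, edgeR adjusted p = 3.0e-09). The paper reports Tnfsf10 and the decoy receptor gene Tnfrsf23 in both LN populations and no Tnfrsf10b, and proposes from this that LN endothelial cells can kill TRAIL-sensitive cells while protecting themselves.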

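Relt, on chromosome 7 from 107994362 to 108011927 of mm9, had normalized counts of 838 ± 51.3 in LN-LEC (SD, n = 4), 638 ± 60.3 in LN-BEC (n = 3) and 17.8 ± 3.98 in D-LEC (n = 3). Both LN-LEC (log2 fold change 5.60, standard error 0.16, edgeR adjusted p = 1.5e-11) and LN-BEC (log2 fold change 5.19, standard error 0.17, edgeR adjusted p = 2.8e-11) exceeded D-LEC, and LN-LEC and LN-BEC differed little (log2 fold change 0.41, standard error 0.11, edgeR adjusted p = 0.0094).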

RELT has been shown to induce cellular cell death in multiple cell types via a mechanism distinct from TNFR1 (62). A ligand for RELT has not been identified (63). It is intriguing to consider whether RELT represents a mechanism by which inflammation driven LN angiogenesis and lymphangiogenesis might be downregulated after resolution.

Several overexpressed TNF and TNFR superfamily members have costimulatory or survival promoting functions. 

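Tnfsf15, on chromosome 4 from 63385637 to 63406147 of mm9, had normalized counts of 23.1 ± 6.43 in LN-LEC (SD, n = 4), 284 ± 86.9 in LN-BEC (n = 3) and 3.53 ± 2.38 in D-LEC (n = 3). It met the criteria of LN-LEC+LN-BEC, but the level was far higher in LN-BEC than in LN-LEC (log2 fold change 3.60, standard error 0.32, edgeR adjusted p = 6.6e-07). LN-LEC exceeded D-LEC by 6.25-fold (log2 fold change 2.64, standard error 0.45, edgeR adjusted p = 3.0e-04), close to the 5-fold criterion.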

LN-LEC+LN-BEC overexpress TNFSF15 (VEGI, TL1A) (Figure 4), which acts as a T cell co-stimulator to induce a variety of distinct T cell subsets and immunopathologies (64–69) and promotes DC maturation (70). It also inhibits expression of VEGFR1 and induces endothelial apoptosis to inhibit vasculogenesis, but promotes lymphangiogenesis (71–74). LN-BEC selectively overexpress TNFSF18 (GITRL) (Figure 4), which co-stimulates both effector and regulatory T cells (75–77). 

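Tnfsf18, on chromosome 1 from 163424788 to 163435421 of mm9, was in LN-BEC only, at normalized counts of 2.79 ± 1.6 in LN-LEC (SD, n = 4), 30.2 ± 14.6 in LN-BEC (n = 3) and 0.42 ± 0.728 in D-LEC (n = 3). It was higher in LN-BEC than in LN-LEC (log2 fold change 3.26, standard error 0.64, edgeR adjusted p = 0.001). The level in LN-BEC was low beside those of Tnfsf15 and Tnfsf10.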

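Tnfrsf9, on chromosome 4 from 150294264 to 150320211 of mm9, had normalized counts of 49.1 ± 18.2 in LN-LEC (SD, n = 4), 1301 ± 112 in LN-BEC (n = 3) and 13.7 ± 4.07 in D-LEC (n = 3) and was higher in LN-BEC than in LN-LEC (log2 fold change 4.70, standard error 0.23, edgeR adjusted p = 7.0e-09). Tnfrsf13c had 9.14 ± 4.11, 76.5 ± 25 and 1.61 ± 2.12 in LN-LEC, LN-BEC and D-LEC. It was higher in LN-BEC than in LN-LEC (log2 fold change 3.06, standard error 0.49, edgeR adjusted p = 1.9e-04) and, at a low level, over 5-fold higher in LN-LEC than in D-LEC (log2 fold change 2.37, standard error 0.71, edgeR adjusted p = 0.015), which is the pattern of LN-LEC+LN-BEC. The difference from D-LEC was not significant without the D-LEC library SL107997 (edgeR adjusted p = 0.067). In 3 of the 10 fits that each left out 1 library, the gene fell in LN-BEC only. Tnfrsf13c is a gene of B cells, and a list of 15 other B cell genes was also higher in LN-BEC than in LN-LEC (limma's camera, adjusted p = 0.003, 12 of 15 genes higher in LN-BEC).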

Interestingly, LN-BEC also selectively overexpress TNFRSF9 (4-1BB), which could render them susceptible to signals delivered by 4-1BBL^+^ cells such as DC, and TNFRSF13C (BAFFR), which promotes B-cell survival and isotype switching (78, 79) (Figure 5). Another receptor for BAFF, TNFRSF17 (BCMA), which promotes survival of long-lived plasma cells (80) was overexpressed in LN-LEC (Figure 5). 

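Tnfrsf17, on chromosome 16 from 11313902 to 11320161 of mm9, had normalized counts of 19 ± 5.49 in LN-LEC (SD, n = 4), 2.28 ± 2.12 in LN-BEC (n = 3) and 0 ± 0 in D-LEC (n = 3). LN-LEC exceeded LN-BEC (log2 fold change 3.06, standard error 0.80, edgeR adjusted p = 0.0094) and D-LEC (at least 5.03-fold, edgeR adjusted p = 5.7e-04). In the fitted values LN-BEC exceeded D-LEC by over 5-fold too (edgeR adjusted p = 0.044), but with 2.28 counts in LN-BEC its placement in LN-LEC+LN-BEC rests on a few fragments.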

The impact of signals delivered by these receptors on endothelial function is unknown.

### Selective Expression of Multiple TGFβ-Superfamily Members Suggests That LN-LEC Contribute to Immunosuppressive Functions in Homeostasis

GO terms related to the TGFβ-superfamily were highly ranked in the LN-LEC+D-LEC and LN-LEC 5X-DEG subsets, but not in the D-LEC, LN-BEC, and LN-LEC+LN-BEC subsets. 

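Tgfb3 and Bmp7 were in LN-LEC+D-LEC. Tgfb3, on chromosome 12 from 87397693 to 87419991 of mm9, had normalized counts of 1198 ± 121 in LN-LEC (SD, n = 4), 119.7 ± 71.6 in LN-BEC (n = 3) and 2579 ± 429 in D-LEC (n = 3), with LN-LEC (log2 fold change 3.36, standard error 0.34, edgeR adjusted p = 3.8e-05) and D-LEC (log2 fold change 4.44, standard error 0.36, edgeR adjusted p = 6.2e-06) both above LN-BEC, and with D-LEC above LN-LEC. Bmp7 was lower, at 40.9 ± 9.23, 0.992 ± 1.06 and 17.2 ± 8.88 in LN-LEC, LN-BEC and D-LEC. The genes Bmp2, Bmp3, Gdf10 (BMP3B) and Bmp8a were all highest in LN-LEC, with log2 fold changes over LN-BEC from 2.97 (Bmp3) to 5.91 (Bmp8a) and edgeR adjusted p-values of at most 0.013. Gdf10 was the most abundant, at 16844 ± 3618 in LN-LEC. Bmp2 and Bmp8a, at 402 ± 69.7 and 14.5 ± 13.4 in LN-BEC, also exceeded D-LEC there (Bmp2, log2 fold change 5.12, standard error 0.30, edgeR adjusted p = 7.5e-08; Bmp8a, at least 3.82-fold) and were placed in LN-LEC+LN-BEC, for Bmp8a by an estimated fold against at most 1 count in each D-LEC library. LN-LEC RNA in the LN-BEC libraries was not excluded as the source of the LN-BEC level of Bmp8a. The paper writes that expression of these TGFβ-superfamily genes may be tied to tolerogenic properties of LN-LEC.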

LN-LEC+D-LEC overexpressed TGFβ3 and BMP7, while LN-LEC overexpressed BMP2, BMP3, BMP3B, and BMP8A (Figure 4). TGFβ3 is highly homologous to TGFβ1 and TGFβ2, which were comparably expressed in all three endothelial populations. However, TGFβ3 binds more potently to TGFβ receptors I (TGFBR1/ALK-5) and II (TGFBR2) (81–83). 

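Tgfb1 had normalized counts of 337 ± 51.6 in LN-LEC (SD, n = 4), 243 ± 9.4 in LN-BEC (n = 3) and 549.6 ± 71.1 in D-LEC (n = 3), and Tgfb2, on chromosome 1 from 188447065 to 188529871 of mm9, had 1251 ± 250.3, 1983 ± 310.4 and 4142 ± 439.9 in LN-LEC, LN-BEC and D-LEC. Both genes were expressed in all 3 populations without a difference of 5-fold, but the levels were not equal. D-LEC exceeded LN-LEC in Tgfb2 (log2 fold change 1.70, standard error 0.15, edgeR adjusted p = 1.7e-06) and, less, in Tgfb1 (log2 fold change 0.69, standard error 0.14, edgeR adjusted p = 0.001), and D-LEC exceeded LN-BEC in Tgfb1 (log2 fold change 1.17, standard error 0.15, edgeR adjusted p = 2.2e-05).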

TGFβ3 plays similar roles in immunosuppression and stimulation as TGFβ1 (84, 85), TGFβ3, BMP7, and BMP2 have been shown to suppress survival, proliferation, differentiation of *in vitro* grown human B cells into antibody-secreting cells (86–88). BMP2 inhibits T cell proliferation (89) and promotes Foxp3^+^ Treg generation in the context of TGFβ treatment (90). Little is known about the immunological activity of the other BMPs remaining molecules expressed in LN-LEC. Nonetheless, expression of these molecules may be associated with previously described tolerogenic properties of LN-LEC (13, 15, 16, 91).

### Expression of Cytokines and Innate Effector Molecules Suggests Additional Immunomodulatory Roles of LN-Localized LEC and BEC

GO terms for several additional cytokines and growth factors were highly ranked, almost exclusively in LN-associated 5X-DEG subsets. These included the common γ-chain cytokines, IL-7 and IL-15, which were overexpressed LN-LEC+D-LEC and LN-BEC, respectively (Figure 4). These observations corroborate earlier work (7), and suggest a division of labor between LEC and BEC in maintaining IL-7Rα^+^ and IL-15Rα^+^ cells in LN. They also point to D-LEC as a source of IL-7 for homeostatic T cell maintenance. 

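Il7, on chromosome 3 from 7572077 to 7613427 of mm9, had normalized counts of 1175 ± 166 in LN-LEC (SD, n = 4), 166 ± 54.6 in LN-BEC (n = 3) and 4733 ± 662 in D-LEC (n = 3). Both LN-LEC (log2 fold change 2.85, standard error 0.22, edgeR adjusted p = 1.1e-06) and D-LEC (log2 fold change 4.83, standard error 0.24, edgeR adjusted p = 2.0e-08) exceeded LN-BEC, and D-LEC exceeded LN-LEC (log2 fold change 1.99, standard error 0.19, edgeR adjusted p = 5.8e-06). Il15 had 482 ± 56.3, 4684 ± 271 and 248 ± 35.1 in LN-LEC, LN-BEC and D-LEC, and LN-BEC exceeded LN-LEC (log2 fold change 3.26, standard error 0.12, edgeR adjusted p = 1.4e-10). The paper proposes that LEC and BEC divide the supply of these 2 cytokines between them.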

LN-LEC+D-LEC also overexpressed IL-18, while LN-LEC expressed IL-33, both members of the IL-1 family. 

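Il18, on chromosome 9 from 50373473 to 50389942 of mm9, was low, with normalized counts of 36.3 ± 10.1 in LN-LEC (SD, n = 4), 5.52 ± 0.525 in LN-BEC (n = 3) and 49.8 ± 26.3 in D-LEC (n = 3), and was in LN-LEC+D-LEC (LN-LEC over LN-BEC, log2 fold change 2.70, standard error 0.48, edgeR adjusted p = 4.6e-04). Il33 was abundant, at 19760 ± 3936, 726 ± 453 and 2288 ± 960.2 in LN-LEC, LN-BEC and D-LEC, and in LN-LEC only. LN-LEC exceeded D-LEC (log2 fold change 3.13, standard error 0.57, edgeR adjusted p = 0.0026) and, by more, LN-BEC (log2 fold change 4.79, standard error 0.62, edgeR adjusted p = 4.5e-04).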

IL-18 synergizes with IL-7 in activation and priming of naïve CD8 T cells (92), in that IL-7 upregulates IL-18R. Finally, LN-LEC+LN-BEC and LN-LEC subsets overexpressed IL-12a (p35) and EBI3, respectively. 

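Il12a, on chromosome 3 from 68494566 to 68502469 of mm9, had normalized counts of 65.9 ± 11.5 in LN-LEC (SD, n = 4), 16 ± 10.1 in LN-BEC (n = 3) and 0.885 ± 0.832 in D-LEC (n = 3), and LN-LEC (at least 17.4-fold, edgeR adjusted p = 7.2e-06) and LN-BEC (at least 4.23-fold, edgeR adjusted p = 5.9e-04) both exceeded D-LEC. Ebi3 had 17.3 ± 5.01, 3.5 ± 2.32 and 0 ± 0 in LN-LEC, LN-BEC and D-LEC. It was higher in LN-LEC than in LN-BEC (log2 fold change 2.29, standard error 0.68, edgeR adjusted p = 0.019) and was near the limit of detection in the other 2 populations, so that its placement in LN-LEC+LN-BEC in this fit and in LN-LEC only in Table S2 differs by a few fragments.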

IL-12a (p35) pairs with EBI3 to form IL-35 (93, 94), which has been demonstrated to induce inducible regulatory T cells (iTregs) (95), and suppress T cell proliferation (96). 

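Kitl, on chromosome 10 from 99478458 to 99563046 of mm9, had normalized counts of 2504 ± 203 in LN-LEC (SD, n = 4), 14639.6 ± 672 in LN-BEC (n = 3) and 249.8 ± 48.6 in D-LEC (n = 3), with LN-BEC above LN-LEC (log2 fold change 2.53, standard error 0.11, edgeR adjusted p = 9.9e-10) and LN-LEC above D-LEC (log2 fold change 3.34, standard error 0.13, edgeR adjusted p = 1.9e-10). Csf1 was in LN-LEC only, at 24395 ± 2343, 1753 ± 538 and 802 ± 93.8 in LN-LEC, LN-BEC and D-LEC (log2 fold change 3.82, standard error 0.19, edgeR adjusted p = 1.4e-08 for LN-LEC over LN-BEC). Csf2 was in LN-LEC only as well, at the much lower level of 21.4 ± 17.1 (log2 fold change 2.63, standard error 0.96, edgeR adjusted p = 0.044 over LN-BEC). That difference in Csf2 was not significant in 8 of the 10 fits that each left out 1 library.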

The LN-LEC+LN-BEC subset overexpressed KITL, a ligand for the cell surface tyrosine kinase KIT found on lymphocytes and hematopoietic stem cells, while LN-LEC overexpressed CSF1 and CSF2, ligands for CSFR1 and CSFR2 receptors expressed on macrophages. Collectively, these patterns of expression reinforce the expansive roles played by both LN endothelial populations, and particularly LN-LEC, in promoting the survival of different immune subpopulations, and in providing a context for their differentiation.

Consistent with earlier work (7), LN-LEC expressed the proangiogenic factor, VEGFA, while LN-BEC expressed the lymphangiogenic factor, VEGFC (Figure 4). This creates the possibility that these two cell types could cross-regulate one another. 

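Vegfa, on chromosome 17 from 46153943 to 46169326 of mm9, was in LN-LEC only, with normalized counts of 1962 ± 167 in LN-LEC (SD, n = 4), 546 ± 40.4 in LN-BEC (n = 3) and 259.98 ± 66.6 in D-LEC (n = 3). LN-LEC exceeded D-LEC by over 5-fold (log2 fold change 2.95, standard error 0.15, edgeR adjusted p = 1.9e-09) and LN-BEC by 3.63-fold (log2 fold change 1.86, standard error 0.14, edgeR adjusted p = 1.1e-07). Vegfc was in LN-BEC only, at 152 ± 19.1, 1056 ± 262 and 84.7 ± 28 in LN-LEC, LN-BEC and D-LEC (log2 fold change 2.78, standard error 0.21, edgeR adjusted p = 2.8e-07 for LN-BEC over LN-LEC). The paper proposes that the 2 cell types could regulate each other through these factors.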

LEC and BEC also expressed several members of the PDGF family (Figure 4), which could support fibroblastic reticular cells. These data point to a dynamic co-dependence among different stromal cell types that may regulate the balance between cell populations under steady state and inflammatory conditions.

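The 4 Pdgf genes were each 5X-DEG, with Pdgfa in LN-LEC only, Pdgfb and Pdgfd in LN-BEC only and Pdgfc in LN-LEC+LN-BEC. Pdgfb, on chromosome 15 from 79826306 to 79845238 of mm9, had normalized counts of 1478 ± 230.2 in LN-LEC (SD, n = 4), 4014 ± 114 in LN-BEC (n = 3) and 423 ± 71 in D-LEC (n = 3) (log2 fold change 3.25, standard error 0.15, edgeR adjusted p = 8.9e-10 for LN-BEC over D-LEC). In Pdgfc, LN-LEC exceeded D-LEC (log2 fold change 6.05, standard error 0.58, edgeR adjusted p = 3.5e-05), and in Pdgfa it exceeded LN-BEC (log2 fold change 3.28, standard error 0.13, edgeR adjusted p = 4.2e-10).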

LN-LEC and D-LEC subsets, respectively overexpressed IGF1 and IGF2, distinct members of the insulin-like growth factor (IGF) family (Figure 4), while transcripts for IGF-family receptors (IGFR1 and IGFR2) were detected but not differentially expressed in all 3 endothelial populations. These 3 populations collectively overexpressed most of the IGF binding proteins (IGFBP), which bind to IGFs and modulate their activity in distinct ways (97–100). 

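Igf1, on chromosome 10 from 87321801 to 87399792 of mm9, was in LN-LEC only with normalized counts of 14586 ± 1827 in LN-LEC (SD, n = 4), 2307 ± 533 in LN-BEC (n = 3) and 1948 ± 367 in D-LEC (n = 3) (log2 fold change 2.92, standard error 0.19, edgeR adjusted p = 1.1e-07 for LN-LEC over D-LEC). Igf2 was in D-LEC only, at 162 ± 13.7, 602 ± 90 and 9716 ± 1359 in LN-LEC, LN-BEC and D-LEC (log2 fold change 5.89, standard error 0.14, edgeR adjusted p = 3.1e-12 for D-LEC over LN-LEC). The receptor gene Igf1r had 15872 ± 1899.6, 10303 ± 768 and 3987 ± 108, and at an adjusted p under 0.05 it was differentially expressed, with LN-LEC above D-LEC by 4.04-fold (log2 fold change 2.01, standard error 0.11, edgeR adjusted p = 3.5e-09). Igf2r, with means of 4498, 8575 and 6828, was higher in LN-BEC than in LN-LEC (log2 fold change 0.92, standard error 0.08, edgeR adjusted p = 4.2e-07). Neither receptor gene reached 5-fold in any comparison.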

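Of 6 genes of Igf binding proteins in Figure 4, 3 were in LN-LEC+LN-BEC (Igfbp7, Igfbpl1 and Igfals), 2 in D-LEC only (Igfbp5 and Igfbp6) and 1 in LN-LEC only (Igfbp4). Igfbp5, on chromosome 1 from 72904639 to 72921439 of mm9, had normalized counts of 2697 ± 474 in LN-LEC (SD, n = 4), 1439 ± 538 in LN-BEC (n = 3) and 165394 ± 4801 in D-LEC (n = 3) (log2 fold change 5.92, standard error 0.27, edgeR adjusted p = 2.6e-08 for D-LEC over LN-LEC). Igfbp7 had 59083 ± 6007, 138275 ± 9807 and 2560.1 ± 493 in LN-LEC, LN-BEC and D-LEC, and LN-LEC exceeded D-LEC (log2 fold change 4.55, standard error 0.16, edgeR adjusted p = 6.0e-11). Igfals and Igfbpl1 were low, at 7.43 ± 5.67 and 20.3 ± 8.15 in LN-LEC.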

Together, these data demonstrated LEC in different anatomical niches control the local tissue milieus to support cellular growth, differentiation, and function via intricate networks of cellular IGF1- and IGF2-signaling and counter balance mechanisms to maintain tissue homeostasis.

GO terms associated with innate host defense mechanisms were also highly ranked in the LN-LEC+LN-BEC 5X-DEG subset, corresponding to a range of genes with antimicrobial activities to viral, bacterial, and fungal organisms (Figure 4). This suggests an as yet unappreciated role for LN endothelial populations to prevent pathogen dissemination. In addition, the LN-LEC 5X-DEG subset overexpressed a number of molecules associated with classical and non-classical complement cascades. These included C2, C3, and C5, which participate directly in the proteolytic cascade. 

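Of 15 antimicrobial genes in Figure 4, 9 were in LN-LEC+LN-BEC, 4 in LN-BEC only (Camp, Defb1, Hamp and Aim2) and 2 in LN-LEC only (Ifitm6 and Zbp1). None fell in a subset that includes D-LEC. Mx1, on chromosome 16 from 97668642 to 97684513 of mm9, had normalized counts of 1568 ± 331 in LN-LEC (SD, n = 4), 405 ± 56 in LN-BEC (n = 3) and 3.86 ± 2.92 in D-LEC (n = 3), and both LN-LEC (log2 fold change 8.59, standard error 0.31, edgeR adjusted p = 2.6e-10) and LN-BEC (log2 fold change 6.63, standard error 0.33, edgeR adjusted p = 3.4e-09) exceeded D-LEC. Of the genes in LN-BEC only, Hamp was the most abundant there, at 23.7 ± 20.8, 953 ± 383 and 6.98 ± 5.01 in LN-LEC, LN-BEC and D-LEC (log2 fold change 5.39, standard error 0.56, edgeR adjusted p = 6.0e-05 over LN-LEC). Trim30a was the most abundant in LN-LEC, at 9121 ± 749 (log2 fold change 3.24, standard error 0.16, edgeR adjusted p = 2.5e-09 over D-LEC). Many of these genes are induced by interferon, and an interferon response list of 24 genes was higher in LN-LEC than in D-LEC as a set (limma's camera, adjusted p = 1.4e-14, 24 of 24 genes higher in LN-LEC).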

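Of 7 complement genes in Figure 4, 6 were in LN-LEC only and 1 (Cfb) in LN-LEC+LN-BEC. Cfb, on chromosome 17 from 34993319 to 34999459 of mm9, had normalized counts of 37079 ± 4437 in LN-LEC (SD, n = 4), 12145 ± 1567 in LN-BEC (n = 3) and 672 ± 171 in D-LEC (n = 3) and exceeded D-LEC in LN-LEC (log2 fold change 5.80, standard error 0.20, edgeR adjusted p = 1.4e-10) and in LN-BEC (log2 fold change 4.18, standard error 0.19, edgeR adjusted p = 1.3e-09). Over D-LEC, the log2 fold changes of the 7 genes that were differentially expressed in LN-LEC ran from 2.57 (Cfp) to 8.46 (Hc). Of the 100-base windows of Cfb, 69% occur in a transcript of another gene, as do 42.5% of those of C2, and fragments there may not have been counted. Cfi was low everywhere, with 6.77 ± 2.28 in LN-LEC.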

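C2, C3 and Hc, the gene of C5, were all in LN-LEC only. C3, on chromosome 17 from 57343396 to 57367559 of mm9, had normalized counts of 32819.6 ± 4337 in LN-LEC (SD, n = 4), 3994 ± 2266 in LN-BEC (n = 3) and 4769.6 ± 1809 in D-LEC (n = 3), and LN-LEC exceeded LN-BEC (log2 fold change 3.06, standard error 0.52, edgeR adjusted p = 0.002). C2 had 6640.1 ± 811, 388 ± 173 and 388 ± 108 and Hc 1326 ± 216, 31.1 ± 39.5 and 3.93 ± 2.07 in LN-LEC, LN-BEC and D-LEC. For both, LN-LEC exceeded LN-BEC, C2 with a log2 fold change of 4.12 and Hc with 5.51 (edgeR adjusted p = 1.0e-05 and 2.0e-04). The LN-BEC level of Hc was above the D-LEC level by 7.76-fold, with an edgeR adjusted p of 0.073. The paper proposes that LN-LEC take part in immune responses by secreting complement components.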

The resulting products include the anaphylatoxins C3a and C5a, which serve as chemoattractant for neutrophils, monocytes, and macrophages (101–103), and modulate the functions of APCs and T cells (104–106), and C3b, which binds to pathogens, immune complexes, and apoptotic cells to promote phagocytosis (107). These data suggest that LN-LEC may collaborate with subcapsular sinus macrophages, follicular dendritic cells, and B cells to promote both innate and adaptive immune responses through complement component secretion. 

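Cd55, on chromosome 1 from 132335607 to 132359317 of mm9, had normalized counts of 55586 ± 4239.9 in LN-LEC (SD, n = 4), 4125 ± 712 in LN-BEC (n = 3) and 4231 ± 440.3 in D-LEC (n = 3) and was in LN-LEC only (log2 fold change 3.77, standard error 0.14, edgeR adjusted p = 1.8e-10 for LN-LEC over LN-BEC). Daf2 had 229 ± 38.6, 30.2 ± 8.11 and 17.5 ± 9.74 and Cd59a 2503 ± 449.6, 810.5 ± 137 and 349 ± 8.79 in LN-LEC, LN-BEC and D-LEC. Cd59a was in LN-LEC only because it exceeded D-LEC by over 5-fold (log2 fold change 2.86, standard error 0.15, edgeR adjusted p = 4.5e-09), while its excess over LN-BEC was 3.12-fold (log2 fold change 1.64, standard error 0.14, edgeR adjusted p = 6.6e-07). Daf2 fell in LN-LEC only (log2 fold change 2.93, standard error 0.33, edgeR adjusted p = 6.5e-06 for LN-LEC over LN-BEC).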

LN-LEC also overexpressed of CD55 (DAF), DAF2, and CD59a, all of which prevent formation of the membrane attack complex and enable LN-LEC to protect themselves from the actions of the products they secrete.

### Expression of Cytokine Receptors and Pathogen Sensing Molecules Suggests Additional Immunosensory Roles of LN-Localized LEC and BEC

GO terms for several cytokine receptors and pathogen sensing molecules were highly ranked, again almost exclusively in LN-associated 5X-DEG subsets. LN-LEC+LN-BEC, LN-BEC, and most prominently, LN-LEC, overexpressed members of the type I cytokine receptor superfamily, including components of the IL-1, IL12, IL18, IL27 receptors, and antagonists and decoys (Figure 5). 

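Of 17 cytokine receptor genes and antagonists in Figure 5, 4 were in LN-LEC only, 6 in LN-BEC only, 5 in LN-LEC+LN-BEC and 2 in D-LEC only (Il6ra and Il22ra1). Il1r1, on chromosome 1 from 40281925 to 40373022 of mm9, was the most abundant, with normalized counts of 3401 ± 553 in LN-LEC (SD, n = 4), 17473 ± 2042 in LN-BEC (n = 3) and 929 ± 131 in D-LEC (n = 3) and a higher level in LN-BEC than in LN-LEC (log2 fold change 2.35, standard error 0.14, edgeR adjusted p = 1.6e-08). Il27ra had 6321 ± 244, 2201 ± 146 and 749.6 ± 43.6 in LN-LEC, LN-BEC and D-LEC (log2 fold change 3.10, standard error 0.09, edgeR adjusted p = 1.5e-11 for LN-LEC over D-LEC). Il13ra2, Il21r and Il12rb1 were highest in LN-LEC, and in LN-BEC they were still above D-LEC (Il13ra2, log2 fold change 3.33, standard error 0.50, edgeR adjusted p = 1.4e-04; Il21r, at least 3.4-fold), which placed them in LN-LEC+LN-BEC. For 2 of the genes in LN-BEC only, Il5ra and Il18rap, the highest mean was 8.61 and 31.9.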

LN-LEC and LN-BEC also overexpressed receptors for several other immune relevant molecules, including IL10, sphingosine-1-phosphate, and prostaglandins. These data indicate that the LN endothelial cells are poised to sense and respond to a variety of cytokine cues in their local milieu, although the consequences of signaling by any given receptor remain to be established.

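Il10ra was in LN-BEC only, at 10.3 ± 2.97, 40.2 ± 10.3 and 2.61 ± 3.83 in LN-LEC, LN-BEC and D-LEC (log2 fold change 1.92, standard error 0.57, edgeR adjusted p = 0.016 for LN-BEC over LN-LEC, and above 0.05 in 2 of the 10 fits that each left out 1 library). S1pr3 was in LN-LEC+LN-BEC and S1pr4 in LN-BEC only, and S1pr4 had 786 ± 69.6 in LN-BEC against 129 ± 16.1 in LN-LEC (log2 fold change 2.59, standard error 0.13, edgeR adjusted p = 2.4e-09). Ptger4, on chromosome 15 from 5183404 to 5193831 of mm9, had normalized counts of 16938 ± 2487 in LN-LEC (SD, n = 4), 2512 ± 1119 in LN-BEC (n = 3) and 162 ± 21.8 in D-LEC (n = 3). It was higher in LN-LEC than in LN-BEC (log2 fold change 2.77, standard error 0.30, edgeR adjusted p = 6.8e-05) and higher in LN-BEC than in D-LEC (log2 fold change 3.95, standard error 0.34, edgeR adjusted p = 1.0e-05). Ptgdr did not reach an edgeR adjusted p under 0.05 with a 5-fold difference in any comparison, at a highest mean of 7.23 ± 11.1 in LN-BEC.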

LN-LEC, LN-BEC, and LN-LEC+LN-BEC overexpressed several toll-like receptors (TLR) and NOD-like receptors (NLR). LN-LEC+LN-BEC overexpressed TLR4, while several other TLR were selectively overexpressed by LN-BEC. 

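Tlr4, on chromosome 4 from 66488845 to 66503830 of mm9, had normalized counts of 681 ± 132 in LN-LEC (SD, n = 4), 387 ± 18.2 in LN-BEC (n = 3) and 22.1 ± 2.67 in D-LEC (n = 3) and was in LN-LEC+LN-BEC (log2 fold change 4.96, standard error 0.20, edgeR adjusted p = 1.9e-10 for LN-LEC over D-LEC). Tlr6, Tlr7 and Tlr12 were in LN-BEC only, at 98 ± 17.3, 16.7 ± 9.1 and 10.2 ± 10.1 in LN-BEC. Tlr1 was highest in LN-BEC (log2 fold change 2.27, standard error 0.58, edgeR adjusted p = 0.0067 over LN-LEC), and in the fitted values it was also over 5-fold above D-LEC in LN-LEC, at a low level of 11.3 ± 6.76.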

The patterns of NLR overexpression were more complex. As with the immune receptors above the consequences of signaling by any given TLR or NLR remain to be established. Interestingly, however, LN-BEC overexpressed NLRP6, which inhibits inflammasome formation (108, 109). 

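Nlrp6, on chromosome 7 from 148106801 to 148114439 of mm9, had normalized counts of 0 ± 0 in LN-LEC (SD, n = 4), 4.71 ± 3.44 in LN-BEC (n = 3) and 1.17 ± 1.27 in D-LEC (n = 3), the highest being 7.88 in any LN-BEC library. It was above LN-LEC, where no library had more than 3 counts (at least 1.21-fold, edgeR adjusted p = 0.019, and 0.064 without the LN-BEC library SL107990). The difference from D-LEC was not significant (edgeR adjusted p = 0.18). Of the 6 inflammasome-related genes in Figure 5, the other 5 were in LN-LEC+LN-BEC and were more abundant, with LN-LEC means from 164 (Nlrp10) to 5189.9 (Nlrc5).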

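The 5 NKG2D ligand genes Raet1a, Raet1c, Raet1d, Raet1e and H60b were all in LN-LEC+LN-BEC. H60b, on chromosome 10 from 21993280 to 22008654 of mm9, had normalized counts of 78.4 ± 24.4 in LN-LEC (SD, n = 4), 81.4 ± 28.8 in LN-BEC (n = 3) and 0.551 ± 0.954 in D-LEC (n = 3) (at least 20.7-fold, edgeR adjusted p = 2.0e-06 for LN-LEC over D-LEC). Raet1e was the most abundant, at 298 ± 24.6, 159 ± 17.4 and 7.27 ± 2.04 in LN-LEC, LN-BEC and D-LEC (log2 fold change 5.39, standard error 0.24, edgeR adjusted p = 5.7e-10). The Raet1 rows share sequence, in that 82% of the exon bases of Raet1a, 100% of Raet1c, 78.3% of Raet1d and 70.5% of Raet1e also belong to another row. Fragments there were not counted, so that levels of the single Raet1 genes are lower bounds.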

The LN-LEC+LN-BEC 5X-DEG subset overexpressed several ligands for the NKG2D receptor that is expressed on NK, NKT, γδ T cells, and activated CD8 T cells (Figure 5). While these ligands are generally associated with promoting effector activity via NKG2D signaling, RAET1E expressed on endothelial cells was demonstrated to inhibit NK cell activation by inducing NKG2D internalization (110). This raises the question of whether the responses of LN-LEC and LN-BEC to prototypical pro-immune receptor signaling may be counter-regulatory.

### LN-LEC and LN-BEC Overexpress Molecules Involved in MHC-I and MHC-II Antigen Processing and Presentation

GO terms for MHC-I and MHC-II antigen processing and presentation pathways were highly ranked exclusively in the LN-LEC+LN-BEC 5X-DEG subset. 

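B2m, on chromosome 2 from 121973423 to 121978818 of mm9, had normalized counts of 483479 ± 61613 in LN-LEC (SD, n = 4), 443120 ± 15207 in LN-BEC (n = 3) and 69802 ± 8839 in D-LEC (n = 3), and LN-LEC (log2 fold change 2.81, standard error 0.13, edgeR adjusted p = 9.3e-10) and LN-BEC (log2 fold change 2.67, standard error 0.13, edgeR adjusted p = 1.5e-09) both exceeded D-LEC. H2-K1 had 224406 ± 22459, 198281 ± 27598 and 28905 ± 1860.3 in LN-LEC, LN-BEC and D-LEC (log2 fold change 2.98, standard error 0.13, edgeR adjusted p = 3.9e-10 for LN-LEC over D-LEC). The 9 genes B2m, H2-K1, H2-Q4, H2-Q6, H2-Q8, Cd1d2, Tap1, Psmb8 and Psmb9 were all in LN-LEC+LN-BEC, with log2 fold changes of LN-LEC over D-LEC from 2.74 (Cd1d2) to 7.16 (H2-Q6) and of LN-BEC over D-LEC from 2.60 (Tap1) to 6.78 (H2-Q6). Tap2 was 3.89-fold higher in LN-LEC than in D-LEC (log2 fold change 1.96, standard error 0.13, edgeR adjusted p = 4.7e-08) and Cd1d1 3.31-fold (log2 fold change 1.73, standard error 0.16, edgeR adjusted p = 1.3e-06), so that neither was a 5X-DEG. The class I genes resemble each other, and 9.12% of the 100-base windows of H2-Q6 and 21.7% of those of Cd1d2 occur in a transcript of another gene, where fragments cannot be assigned to 1 gene.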

Overexpressed MHC-I pathway components included H-2K^b^, β2 microglobulin, several Qa and Cd1d molecules, TAP1 and 2 components of the immunoproteasome (Figure 6). 

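The genes H2-Ab1, Cd74 (invariant chain), H2-Oa, H2-DMb1, H2-DMb2, Ctss and Ctsg were all in LN-LEC+LN-BEC. Cd74, on chromosome 18 from 60963503 to 60972306 of mm9, had normalized counts of 2022 ± 326 in LN-LEC (SD, n = 4), 2473 ± 271 in LN-BEC (n = 3) and 64.2 ± 17.7 in D-LEC (n = 3) (log2 fold change 5.02, standard error 0.19, edgeR adjusted p = 2.2e-10 for LN-LEC over D-LEC), and H2-Ab1 had 1076 ± 354, 2265 ± 152 and 187 ± 46.6 in LN-LEC, LN-BEC and D-LEC (log2 fold change 2.56, standard error 0.26, edgeR adjusted p = 1.9e-05). H2-Oa and H2-DMb2 were low and highest in LN-BEC, H2-DMb2 with 49.6 ± 3.3 in LN-BEC (log2 fold change 2.45, standard error 0.46, edgeR adjusted p = 6.6e-04 over LN-LEC). Of the exon bases of H2-Oa, 19.1% also belong to another row, where fragments were not counted. H2-D1 had 108353 ± 10589.9, 85275 ± 10276 and 24831 ± 1706 and was 4.43-fold above D-LEC in LN-LEC (log2 fold change 2.15, standard error 0.12, edgeR adjusted p = 4.5e-09). H2-Aa and H2-DMa were below 5-fold in LN-LEC (H2-Aa, log2 fold change 1.98, standard error 0.40, edgeR adjusted p = 0.0032) but above it in LN-BEC (H2-Aa, log2 fold change 3.98, standard error 0.43, edgeR adjusted p = 5.7e-05), which placed both in LN-BEC only. B cells also express these genes, and the B cell gene list was higher in LN-BEC than in D-LEC (limma's camera, adjusted p = 1.1e-05, 15 of 15 genes).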

Overexpressed MHC-II pathway components included H-2Aβ, invariant chain, peptide editors (H-2Oα, H-2DMβ2, H-2DMβ1), and cathepsins S and G. While not achieving 5X differential expression, the MHC-I H-2D^b^ molecule, and the MHC-II components H-2Aα and H-2DMα were also overexpressed in the two LN cell populations relative to D-LEC (GSE119499). Cathepsin L was also overexpressed by 5X in LN-LEC relative to D-LEC, but this did not give rise to an enriched GO term score (Table S1). These data reinforce previous studies from our lab demonstrating that LN-LEC efficiently present endogenous antigens via H-2K^b^ to CD8 T cells (14–16), and suggest that LN-LEC have elevated capacity to present antigens via additional classical and non-classical MHC-I molecules. They also suggest that LN-BEC have a similar capacity. 

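Ctsl, on chromosome 13 from 64464522 to 64471614 of mm9, had normalized counts of 13889 ± 2591 in LN-LEC (SD, n = 4), 7305 ± 309.7 in LN-BEC (n = 3) and 2694 ± 314 in D-LEC (n = 3). LN-LEC exceeded D-LEC by 5.23-fold (log2 fold change 2.39, standard error 0.14, edgeR adjusted p = 1.0e-08), just over the criterion, and LN-BEC by less than 2-fold (log2 fold change 0.94, standard error 0.13, edgeR adjusted p = 5.8e-05).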

We have also reported that LN-LEC are unable to present endogenous or exogenous antigens to CD4 T cells despite expressing MHC-II molecules, and have suggested that this is due to a deficiency in H-2DM expression (16). 

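In LN-LEC, H2-DMa had 33 ± 15.3 normalized counts and H2-DMb1 104 ± 42.7 (SD, n = 4), with a lowest library of 65.4 for H2-DMb1. H2-DMb2 stood at 8.96 ± 1.16. Against these, H2-Aa had 385 ± 202, and Ctss, on chromosome 3 from 95330708 to 95360325 of mm9, had 3713 ± 232. Each LN-LEC library had more H2-Aa than H2-DMa, and the lowest H2-Aa value was 234. H2-DMa was higher in LN-LEC than in D-LEC (log2 fold change 1.82, standard error 0.44, edgeR adjusted p = 0.0041), and so was H2-DMb1 (log2 fold change 4.29, standard error 0.43, edgeR adjusted p = 2.0e-06). These levels are not scaled for gene length, so that comparisons between genes of different length are approximate. By length-scaled FPKM, H2-DMa was 1.45, H2-DMb1 2.81, H2-Aa 12.4 and H2-Ab1 31 in LN-LEC.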

While both H-2DMα and H-2DMβ were overexpressed in LN-LEC, their level of expression was still low (<100 FPKM), compared with FPKM values >1000 for H-2Aα, H-2Aβ, invariant chain, and cathepsins S and L, consistent with this earlier conclusion. We have concluded that the MHC-II molecules expressed on LN-LEC are primarily involved in engaging LAG-3 on T cells to induce peripheral tolerance (16). Given the similar expression of MHC-II components in LN-LEC and LN-BEC, we suggest that the latter cells serve a similar function.

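The MHC-II genes did differ between the 2 LN populations. H2-Aa was higher in LN-BEC than in LN-LEC (log2 fold change 2.00, standard error 0.35, edgeR adjusted p = 0.0015), and so was H2-Ab1 (log2 fold change 1.06, standard error 0.23, edgeR adjusted p = 0.0038), while Cd74 did not differ (log2 fold change 0.28, standard error 0.14, edgeR adjusted p = 0.15, and 0.032 without the LN-LEC library SL107994). Ctss, on the other hand, was higher in LN-LEC (log2 fold change 1.91, standard error 0.41, edgeR adjusted p = 0.006), with 996 ± 126 in LN-BEC, and H2-DMb1 was similar in both (log2 fold change 0.32, standard error 0.32, edgeR adjusted p = 0.47). LN-BEC had 81.2 ± 8.8 normalized counts of H2-DMa, above LN-LEC (log2 fold change 1.27, standard error 0.37, edgeR adjusted p = 0.015, and 0.061 without both SL107998 and SL107999). From the shared expression of these components, the paper proposes that LN-BEC induce tolerance through MHC-II in the way proposed for LN-LEC.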

**Figure 6:**
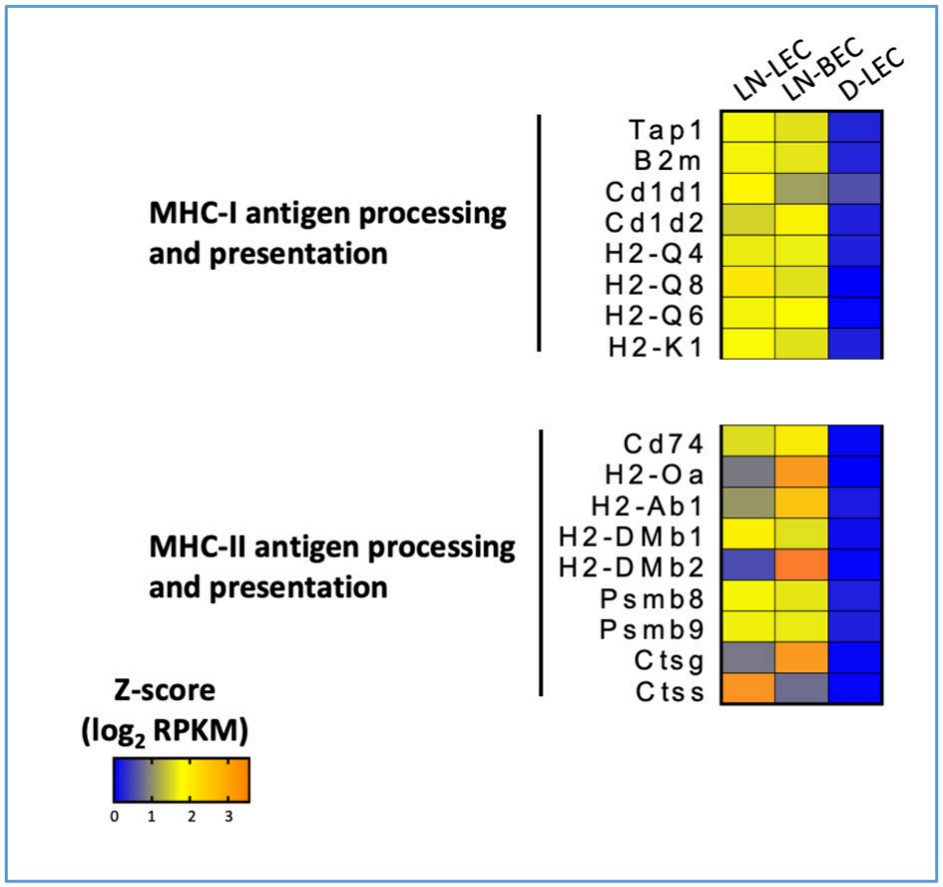
5X-DEG in LN-LEC+LN-LBEC shared subset revealed overrepresentation of molecules involved in antigen processing and presentation via MHC-I and MHC-II pathways. Heatmap analysis based on Z-score values of average log2 FPKM for replicates in each cell type (details in Methods).

### LN-LEC Express Elevated Number of Molecules Involved in Exogenous Material Acquisition That Potentially Contribute to Their Functions in Antigen Archival and Peripheral Tolerance

GO terms for receptor mediated endocytosis were highly ranked almost exclusively in the LN-LEC 5X-DEG subset. 

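Figure 7A lists 19 genes that have a row in the count table, and 18 of them were 5X-DEG, 11 in LN-LEC only and 7 in LN-LEC+LN-BEC. The remaining gene was Scarf1. Their levels in LN-LEC spanned from 3.45 (Cd209e) to 43482 normalized counts (Stab2). In LN-LEC, 17 of the genes were above LN-BEC at an edgeR adjusted p under 0.05, 15 of them by at least 5-fold. Siglech, on chromosome 7 from 63023548 to 63034203 of mm9, had normalized counts of 24 ± 6.01 in LN-LEC (SD, n = 4), 4.07 ± 1.02 in LN-BEC (n = 3) and 0.754 ± 0.666 in D-LEC (n = 3) (log2 fold change 2.55, standard error 0.57, edgeR adjusted p = 0.0028 for LN-LEC over LN-BEC).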

Overexpressed molecules included C-type lectin receptors, scavenger receptors, and Fc receptors (Figure 7A). C-type lectin receptors have been categorized as binding to either carbohydrate, non-carbohydrate structures, or both. 

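Clec1a, on chromosome 6 from 129376702 to 129402018 of mm9, had normalized counts of 8995 ± 881 in LN-LEC (SD, n = 4), 4207 ± 258 in LN-BEC (n = 3) and 1069.8 ± 223 in D-LEC (n = 3), and Clec9a had 2593 ± 184, 1109 ± 60 and 263 ± 45.2 in LN-LEC, LN-BEC and D-LEC. Both were over 5-fold higher in LN-LEC than in D-LEC (Clec1a, log2 fold change 3.09, standard error 0.15, edgeR adjusted p = 1.4e-09) and 2.16-fold and 2.36-fold higher than in LN-BEC. Clec4a3, Clec4d, Clec4e and Cd209d were LN-LEC only genes with few fragments, from 8.84 (Cd209d) to 42.5 (Clec4a3) in LN-LEC. Clec4e exceeded LN-BEC by a wide margin (log2 fold change 4.33, standard error 0.85, edgeR adjusted p = 9.6e-04). Clec1b had 1201 ± 364, 147 ± 54.5 and 19 ± 13.1. It was highest in LN-LEC (log2 fold change 3.05, standard error 0.37, edgeR adjusted p = 1.4e-04 over LN-BEC), and LN-BEC also exceeded D-LEC (log2 fold change 2.93, standard error 0.50, edgeR adjusted p = 1.0e-03), which placed it in LN-LEC+LN-BEC.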

LN-LEC overexpressed some C-type lectins that bind carbohydrates (CLEC4A3, CLEC4D, CLEC4E, CLEC4G, CD209D) and others that bind non-carbohydrates (CLEC1A, CLEC1B, CLEC9A). We found a single C-type lectin (CLEC4G) in the LN-LEC+LN-BEC, although this subset was not enriched for GO terms associated with receptor mediated endocytosis. 

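Clec4g, on chromosome 8 from 3716071 to 3720651 of mm9, had normalized counts of 3537 ± 689.6 in LN-LEC (SD, n = 4), 77.9 ± 79.9 in LN-BEC (n = 3) and 6.54 ± 3.36 in D-LEC (n = 3). It was 47.4-fold higher in LN-LEC than in LN-BEC (log2 fold change 5.57, standard error 0.61, edgeR adjusted p = 1.6e-04) and 11.7-fold higher in LN-BEC than in D-LEC (log2 fold change 3.55, standard error 0.99, edgeR adjusted p = 0.019), which is the pattern of LN-LEC+LN-BEC. SL107998 held 170.2, against 30.6 in SL107990 and 32.9 in SL107991. The LEC markers Lyve1, Pdpn, Prox1 and Reln were also highest in SL107998 among the LN-BEC libraries. The LN-LEC share of LN-BEC libraries that these markers give would amount to 129.8% of the LN-BEC level of Clec4g. The difference between LN-BEC and D-LEC was not significant without the D-LEC library SL107995 (edgeR adjusted p = 0.058) or SL107997 (0.074).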

C-type lectin receptors also can signal via immune tyrosine activation or inhibitory motifs, or through non-canonical structural features that mediate positive or negative immune stimuli. C-type lectin receptors in the LN-LEC include all 3 of these signaling categories.

**Figure 7:**
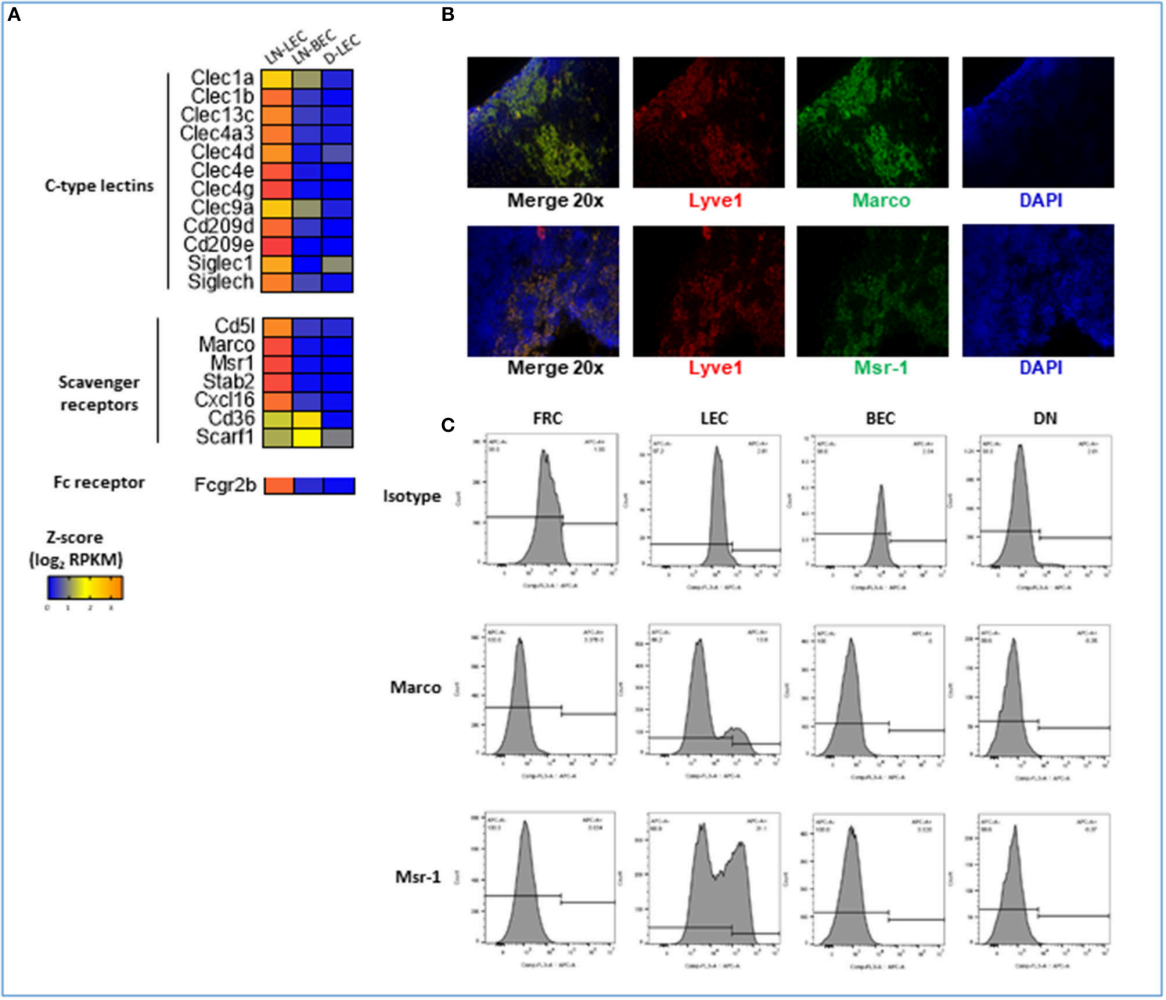
5X-DEG in LN-LEC only subset revealed enriched overrepresentation of molecules involved in receptor-mediated endocytosis and scavenger receptor activity. **(A)** Heatmap analysis based on Z-score values of average log2 FPKM for replicates in each cell type (details in Methods). **(B)** Flow cytometry analyses of LN stromal cell populations for expression of Marco and Msr-1. **(C)** Immunofluorescent (IF) staining in adjacent tissue sections of LN for detection of Marco and Msr-1 co-expression with Lyve-1 (LEC marker).

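Marco, on chromosome 1 from 122371115 to 122401661 of mm9, had normalized counts of 25108 ± 7657 in LN-LEC (SD, n = 4), 744 ± 823 in LN-BEC (n = 3) and 6.73 ± 5.38 in D-LEC (n = 3), and LN-LEC exceeded LN-BEC (log2 fold change 5.10, standard error 0.88, edgeR adjusted p = 0.0024). Msr1, on chromosome 8 from 40667054 to 40728032, had 16179 ± 1655, 367 ± 399 and 10.3 ± 9.07 in LN-LEC, LN-BEC and D-LEC, with LN-LEC again far above LN-BEC (log2 fold change 5.49, standard error 0.87, edgeR adjusted p = 0.0015). Stab2, on chromosome 10 from 86303955 to 86470687, had 43482 ± 4275, 997 ± 979 and 331 ± 61.9 and was in LN-LEC only (log2 fold change 7.06, standard error 0.79, edgeR adjusted p = 1.7e-04 over D-LEC). For Marco, LN-BEC exceeded D-LEC as well (log2 fold change 6.90, standard error 1.24, edgeR adjusted p = 0.0025), and the same held for Msr1 and Cxcl16, so that these 3 genes fell in LN-LEC+LN-BEC by the rule used here and in LN-LEC only in Table S2. The LN-BEC levels of Marco were 1689.97 in SL107998, 348 in SL107990 and 194 in SL107991. Judged by Lyve1, Pdpn, Prox1 and Reln, SL107998 contained 5.56% of the LN-LEC level of LEC transcripts, and SL107990 and SL107991 contained 2.01% and 1.0%. After this share was subtracted from each LN-BEC library, 39 of 111 genes that are LN-LEC only in Table S2 and LN-LEC+LN-BEC in this fit left the shared subset. Marco, Msr1 and Cxcl16 were among those that left, and for them the share gives 96.5%, 126% and 23.3% of the mean LN-BEC level.

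**Figure D3:**
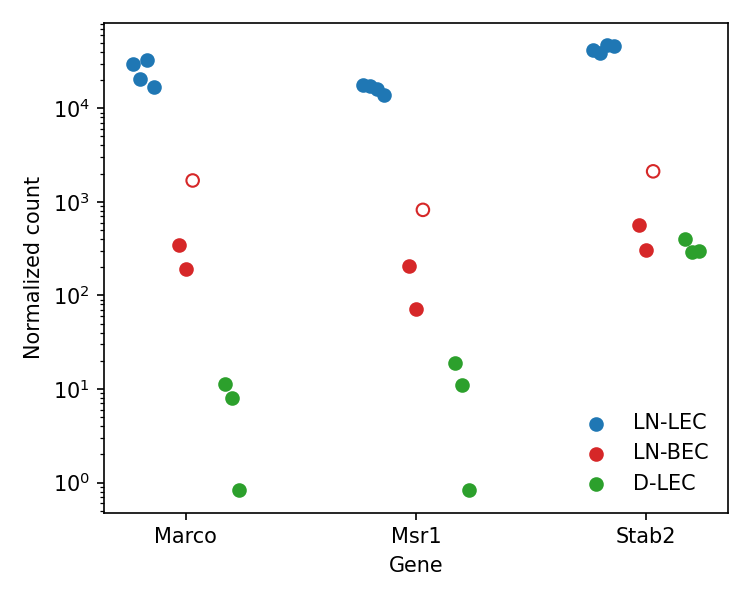
Normalized counts of Marco, Msr1 and Stab2 in each of the 10 libraries, with the gene on the horizontal axis and the count on a logarithmic vertical axis. Each point is 1 library, coloured by population. Library SL107998, marked by an open circle, is the highest LN-BEC library for each gene.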

The scavenger receptors MSR-1 (SR-A1), MARCO (SR-A6), STAB-2 (SR-H2), and CXCL16 (SR-G1) were also overexpressed in LN-LEC (Figure 7A). Previous studies demonstrated that the class A scavenger receptors, MSR-1 and MARCO, are expressed primarily on macrophage subpopulations, and are associated with recognition of surface molecules of Gram-positive and -negative bacteria (111, 112), modified and oxidized LDL (113, 114), hepatitis C virus (115), β-amyloid (116), and heat shock proteins (117). The expression of MSR-1 and MARCO under steady state condition was reported to be restricted to macrophages in the LN and the marginal zones of the spleen (118). Our data extends this. In addition, we demonstrated by immunofluorescence and flow cytometry that subpopulations of LN-LEC express MARCO and MSR-1, while LN-BEC, fibroblastic reticular cells (FRC), and other CD45^neg^ LN stromal cell populations do not (Figures 7B,C). Membrane-bound CXCL16 and STAB-2 bind phosphatidylserine and oxidized lipids (119–123), and membrane-bound CXCL16 also mediates phagocytosis of bacteria (124). 

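Fcgr2b, on chromosome 1 from 172890689 to 172906202 of mm9, had normalized counts of 511 ± 34.8 in LN-LEC (SD, n = 4), 47.3 ± 30 in LN-BEC (n = 3) and 10.9 ± 7.28 in D-LEC (n = 3) and was in LN-LEC only. LN-LEC exceeded LN-BEC (log2 fold change 3.47, standard error 0.42, edgeR adjusted p = 6.2e-05) and D-LEC (log2 fold change 5.64, standard error 0.51, edgeR adjusted p = 5.3e-06), and the lowest LN-LEC library, at 483, was above the highest library of the other populations, at 81.9.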

LN-LEC also overexpressed the Fc receptor, FCGR2B, which has been shown to be essential for internalization of immune complexes by DC (125–127).

Again, while the subset did not have high GO enrichment scores, LN-LEC+LN-BEC also expressed two scavenger receptors, CD36 (SR-B2) and SCARF-1 (SR-F1). 

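Cd36, on chromosome 5 from 17287508 to 17394777 of mm9, had normalized counts of 29792 ± 5456 in LN-LEC (SD, n = 4), 42889 ± 16334 in LN-BEC (n = 3) and 1199.9 ± 169 in D-LEC (n = 3). Both LN-LEC (log2 fold change 4.65, standard error 0.29, edgeR adjusted p = 3.2e-07) and LN-BEC (log2 fold change 5.16, standard error 0.30, edgeR adjusted p = 1.6e-07) exceeded D-LEC. Scarf1 had 2043 ± 52.1, 2271 ± 108 and 1669 ± 70.2 in LN-LEC, LN-BEC and D-LEC and was not a 5X-DEG in any comparison. LN-BEC exceeded D-LEC in Scarf1 by 1.37-fold (log2 fold change 0.45, standard error 0.08, edgeR adjusted p = 3.7e-04), and LN-LEC exceeded D-LEC by 1.24-fold (log2 fold change 0.31, standard error 0.08, edgeR adjusted p = 0.0038).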

SCARF-1 and CD36 have been previously reported as pattern recognition molecules for fungal pathogens in innate immunity (128). More recently SCARF-1 expressed by splenic DC, macrophages, and endothelial cell was shown to bind the complement molecule, C1q to mediate apoptotic cell clearance, thus preventing generation of autoantibodies to DNA-containing antigens that lead to lupus-like disease and autoimmunity (129). CD36 was reported to facilitate transfer of surface antigen between CD8α^+^ DC and mTEC to promote tolerance to self-antigens during T cell development (130).

Collectively, these data point to a previously undescribed but comprehensive capability of LN-LEC to internalize a broad array of extracellular materials using a variety of pattern recognition elements, either alone or in conjunction with other immune recognition molecules. We suggest that many of these material may be delivered into antigen processing and presentation pathways, at least for MHC-I molecules (13, 16). Our previous work indicates that the MHC-II pathway is non-functional in LN-LEC in the steady state (16), but it remains possible that this changes under conditions of pathogen exposure and inflammation. An important question is whether this is primarily a means of generating tolerance to exogenous self-antigens, or whether LN-LEC may sometimes also serve as accessory antigen presenting cells during an active immune response. In addition, this internalization capability is likely to be important in the antigen acquisition and archiving functions of LN-LEC (17, 18).

### Attempting to Identify Peripheral Tissue Antigens Expressed by LN-LEC

We previously demonstrated that LN-LEC adventitiously expressed transcripts for proteins otherwise restricted to a small number of non-hematopoietic, non-endothelial peripheral tissues, typified by Tyr (13, 14). Because expression of these molecules is not dependent on Aire, as is the case for medullary thymic epithelial cells (131), it has not been possible to characterize the full range of peripheral tissue antigens potentially displayed by LN-LEC. With the expansion of available data on tissue specific expression, it has also become more difficult to unambiguously identify genes whose expression is rigorously limited to only a small number of tissues. Using the characteristics of Tyr expression (FPKM <343), we hypothesized that there would be an elevated number of transcripts at or below this expression level in LN-LEC compared to D-LEC. However, we found that these two subsets contained equal number of 5X-DEG that met this criterion (Table S4). Thus, although the cut-off criteria based on Tyr expression is a good first step, a more comprehensive approach is needed to identify the candidate peripheral tissues antigens expressed by LN-LEC.

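Tyr had a mean normalized count of 349.9 in LN-LEC. Of the 574 LN-LEC only genes, 376 were at or below this level in LN-LEC. Of the 667 D-LEC only genes, 397 were at or below it in D-LEC. With the midpoint rule the 2 numbers were 456 and 427, and with a filter of FPKM of at least 1, which removes many of these low genes, they were 127 and 117. The paper concludes that a threshold on Tyr expression alone does not single out candidate peripheral tissue antigens.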

### Conclusions

This study provides comprehensive comparative transcriptomic analyses of LN-LEC, LN-BEC, and D-LEC and has defined in detail gene expression differences that point to functional specializations of EC in different anatomical locations. Our goal was to provide a broad compendium of gene expression differences based on anatomic location and endothelial lineage, with a focus on genes of immunological interest. We believe that this information will be a significant and extremely useful resource for many workers in this field. Our data identify significantly expanded cohorts of immunologically significant genes either shared by LN-localized ECs, or expressed distinctly by one or the other LN-localized subset. These genes extend the understanding of both populations as regulators, not only of hematopoetic cell trafficking, but also cellular differentiation. They also point to an emerging understanding that LN-localized EC express a variety of receptors that enable them to sense immunologically relevant changes in their environment. Further exploration of the consequences of this sensing on EC proliferation, differentiation, and function in immunoregulation is an important area for further work. This study clarifies that both LN-localized EC function as antigen presenting cells, and this issue explored in somewhat greater detail elsewhere (Santambrogio et al., Manuscript Submitted^1^. Finally, this study highlights the surprising number of molecules involved in uptake of exogenous materials expressed distinctly by LN-LEC. The involvement of these molecules in enabling antigen archiving and peripheral tolerance to exogenous self- antigens is another rich area for further exploration.

While our comparative analysis identifies profound differences in bulk populations that are based on anatomical location, it does not address the almost certain heterogeneity that exists at the single cell level in each location, some of which has been pointed to in our own previous work (14). However, given the limited depth of single cell coverage, many of the differences we have identified might not have been immediately evident with that approach. Nonetheless, the results presented here provide a springboard for further work to establish the existence of heterogeneity in expression within LN anatomical niches using a variety of technical approaches. Taken together, the comparative gene expression profiles provided here would be useful resources for future work to uncover novel mechanisms of endothelial functionality and specialization in peripheral tissues and LN.

## Materials and Methods

### Mice

C57BL/6 mice (6–8 weeks of age) were purchased from NCI and were housed at pathogen-free facilities at the University of Virginia. All procedures were carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and were approved by the University of Virginia Animal Care and Use Committee.

### LEC and BEC Isolation and Cell Sorting

Inguinal, axillary, brachial, cervical, and mesenteric LN were harvested, pooled, mechanically disrupted, and enzymatically digested for 15 min, followed by MACS bead depletion of CD45^+^ cells as previously described (16). Diaphragm tissues were treated in the same way. CD45^neg^ cells were electronically sorted based on absence of expression of CD45 (eBioscience, clone 30-F11), expression of pan-endothelial marker, CD31 (eBioscience, clone 390), and presence or absence of PDPN (Biolegend, clone 8.1.1) to distinguish LEC from BEC. Cells were collected in RNA Protect (Qiagen).

### RNA Extraction, cDNA Library Construction, and Sequencing

Total RNA was purified using RNAeasy mini kit (Qiagen) per manufacturer's instructions. cDNA library preparation and sequencing were performed by the Genomic Services Laboratory at Hudson Alpha, USA. Briefly, purified total RNAs (RIN score of 7.0 or higher) were prepared for sequencing using the Ovation RNA-Seq System V2 kit (Nugen) followed by RNA-Seq of 100 paired-end reads using the Illumina HiSeq 2500 v4 platform.

### Mapping, Quantification, and Differential Gene Analysis

Raw RNA-Seq read quality was assessed using FastQC (132) and low-quality regions were trimmed using Fastx-trimmer (http://hannonlab.cshl.edu/fastx_toolkit/index.html). Cleaned reads were aligned to the mouse reference genome (build mm9) using STAR (133) and read counts on known mouse genes were calculated using featureCounts, part of the Subread package (134). Next, uniquely aligned reads were analyzed using the DEseq2 package in the R statistical computing environment (R Development Core Team, 2011, http://www.R-project.org/) to obtain normalized counts, estimate dispersion, and determine a negative binomial model for each gene. Principal Component Analysis was performed on rlog-transformed counts for quality assessment. Differentially expressed genes (DEG) were determined using DESeq2 and the Benjamini-Hochberg False Discovery Rate procedure was used to re-estimate the adjusted *p*-values. In our analyses, DEG were identified as those with an average FPKM of 1 or greater and replicate comparisons of *p*-adjusted < 0.05 in all cell types. 5X-DEG were identified as those with fold-change of 5 or greater. Hierarchical gene clustering analysis was performed using complete linkage and Euclidean distance as measure of similarity to display the DEG expression patterns.

### Gene Ontology Analysis of 5X-DEG Subsets

Gene ontology analysis was performed with GOrilla software using the two ranked lists method (135). We used the 5X-DEG subsets as the target set and the all annotated genes from mouse reference genome (build mm9) as the background set. Briefly, GOrilla generates an enrichment score, which is the number of genes in the intersection of genes in the GO term (designated as B) and the number of genes in the target set (designated as b) for each associated GO term. We used the list of 5X-DEG for each subset as target. Enrichment of GO terms is then tested for statistical significance using a hypergeometric test and *p*-adjusted < 0.001 was considered as significant. Analyses were performed against gene ontologies: biological process and molecular function. We then identified the relationship between GO terms using hierarchical directed acyclic graph generated by GOrilla.

### Immunofluorescence Staining and Flow Cytometry Analyses of LN-LEC

Immunofluorescence staining of adjacent LN tissue sections of C57BL/6 mice (purchased from NCI) were performed using rat anti-mouse LYVE-1 (R&D Systems, MAB2125), goat anti-mouse MARCO (R&D Systems, AF2956), goat anti-mouse MSR1 (R&D Systems, AF1797), normal goat IgG (R&D Systems, AB-108-C), and rat IgG2a (R&D Systems, MAB006) antibodies at final concentrations of 5 μg, respectively. Subsequent detection were performed using donkey anti-goat IgG-FITC conjugated (R&D Systems, F0109) and mouse anti-rat IgG2a (eBioscience, cat# 11-4817-82) at manufacturers' recommended concentrations. Flow cytometry detection of MARCO and MSR1 were performed using cells gated on CD31 and gp38 expressions as described above using anti-mouse MARCO-APC conjugated (R&D Systems, FAB 2956A), anti-mouse MSR1-APC conjugated (R&D Systems, FAB1797A), and isotype control antibodies (R&D Systems, IC005A and IC006A).

## Data Availability

The RNA-Seq datasets generated from this study have been deposited in GEO archives under the accession number GSE119499.

## Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Procedures were approved by the University of Virginia Animal Care and Use Committee.

## Author Contributions

SR, AW, JP, and KC purified the cells and extracted the RNA. AR performed the qRT-PCR. SB performed immunofluorescence staining and flow cytometry analyses. AK and ST performed bioinformatics and statistical analyses. SB and NG analyzed the data. SB, AW, and VE designed the figures. SB and VE wrote the manuscript.

### Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

BEC: blood endothelial cells
LEC: lymphatic endothelial cells
LN: lymph node
LN-BEC: lymph node-associated blood endothelial cells
LN-LEC: lymph node-associated lymphatic endothelial cells
D-LEC: lymphatic endothelial cells from diaphragm
DC: dendritic cells
DEG: genes differentially expressed between any two cell types
5X-DEG: genes whose differential expression in pairwise comparisons was greater than 5-fold
GO: Gene Ontology
ECM: extracellular matrix.

# Supplementary material for: Comparative Transcriptomic Analysis Identifies a Range of Immunologically Related Functional Elaborations of Lymph Node Associated Lymphatic and Blood Endothelial Cells
**Source:** Front Immunol. 2019 Apr 16;10:816. doi: 10.3389/fimmu.2019.00816
**Supplement:** Supplementary file 5

(a)

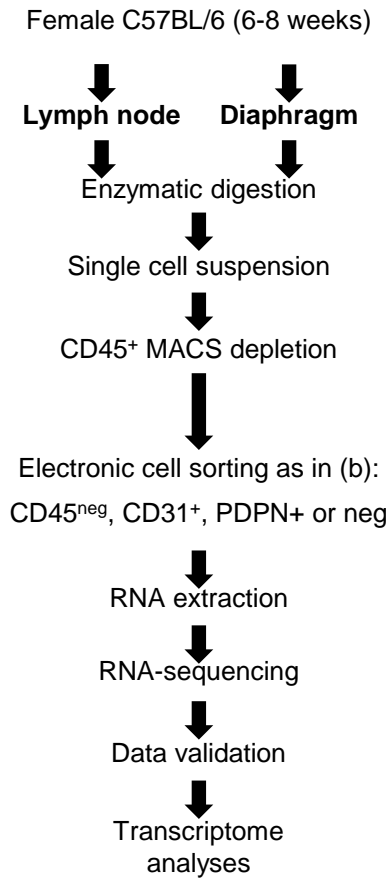(b) **Gating strategy for LN-LEC and LN-BEC:**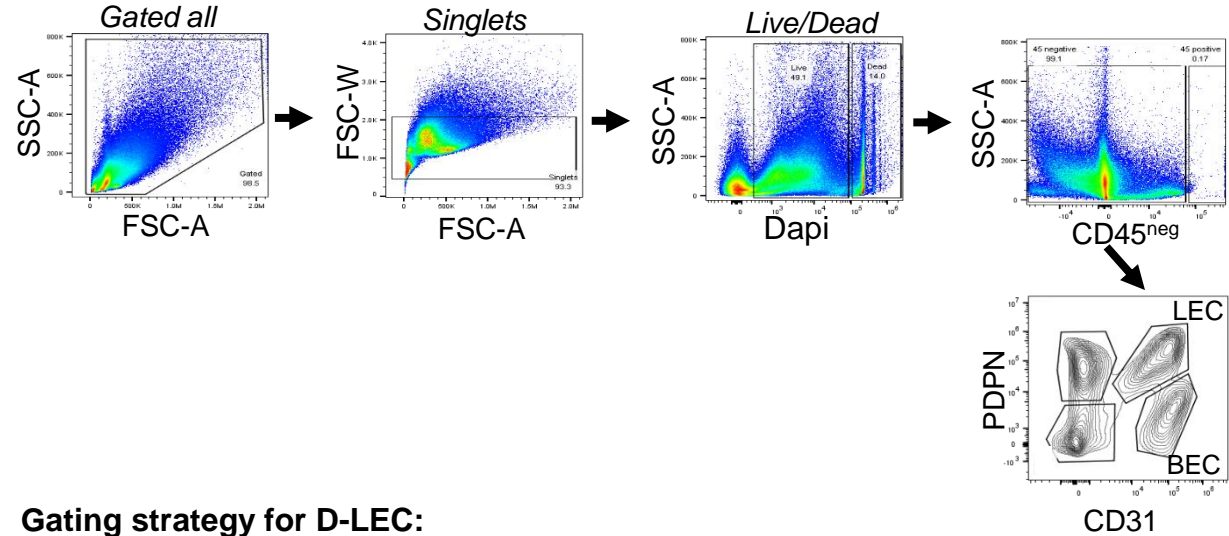**Gating strategy for D-LEC:**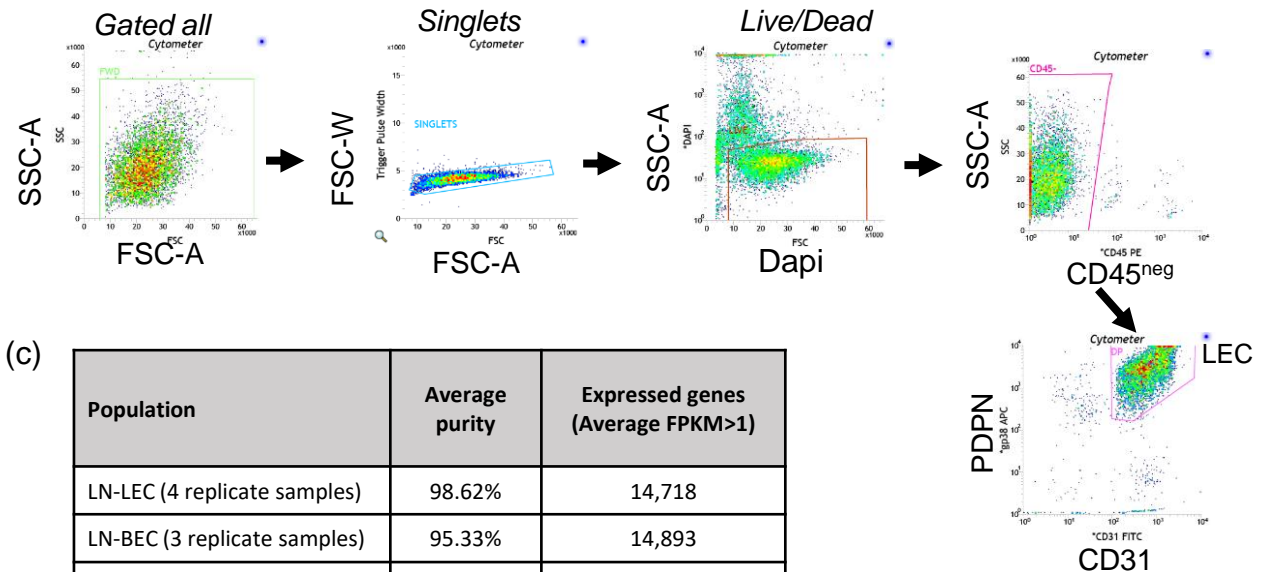

(c)

| Population                   | Average purity | Expressed genes (Average FPKM>1) |
|------------------------------|----------------|----------------------------------|
| LN-LEC (4 replicate samples) | 98.62%         | 14,718                           |
| LN-BEC (3 replicate samples) | 95.33%         | 14,893                           |
| D-LEC (3 replicate samples)  | 92.65%         | 14,384                           |

**Figure S1**

**Figure S1.** (A) Schematic of cell isolation method of LEC and BEC from LN and diaphragm. (B) Flow analysis workflow and gating strategy for sorting LEC and BEC from LN (top row) and diaphragm (bottom row). (C) Percentage of post-sorting purity based on live cells for LN-LEC, LN-BEC, and D-LEC.

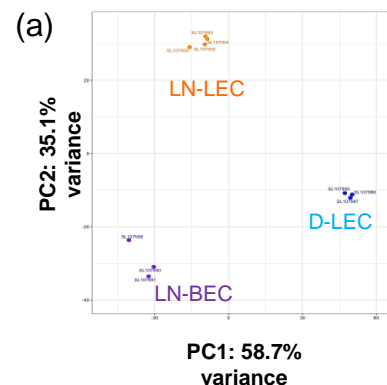

(b)

| 5X-DEG subset | Biological process GO (p-adj < 0.001) | Number of 5X-DEG associated | Molecular function GO (p-adj < 0.001) | Number of 5X-DEG associated |
|---------------|---------------------------------------|-----------------------------|---------------------------------------|-----------------------------|
| LN-LEC        | 391                                   | 463                         | 61                                    | 622                         |
| LN-BEC        | 443                                   | 630                         | 50                                    | 602                         |
| D-LEC         | 131                                   | 417                         | 44                                    | 483                         |
| LN-LEC+LN-BEC | 429                                   | 442                         | 61                                    | 456                         |
| LN-LEC+D-LEC  | 59                                    | 137                         | 7                                     | 105                         |
| D-LEC+LN-BEC  | 0                                     | 0                           | 0                                     | 0                           |

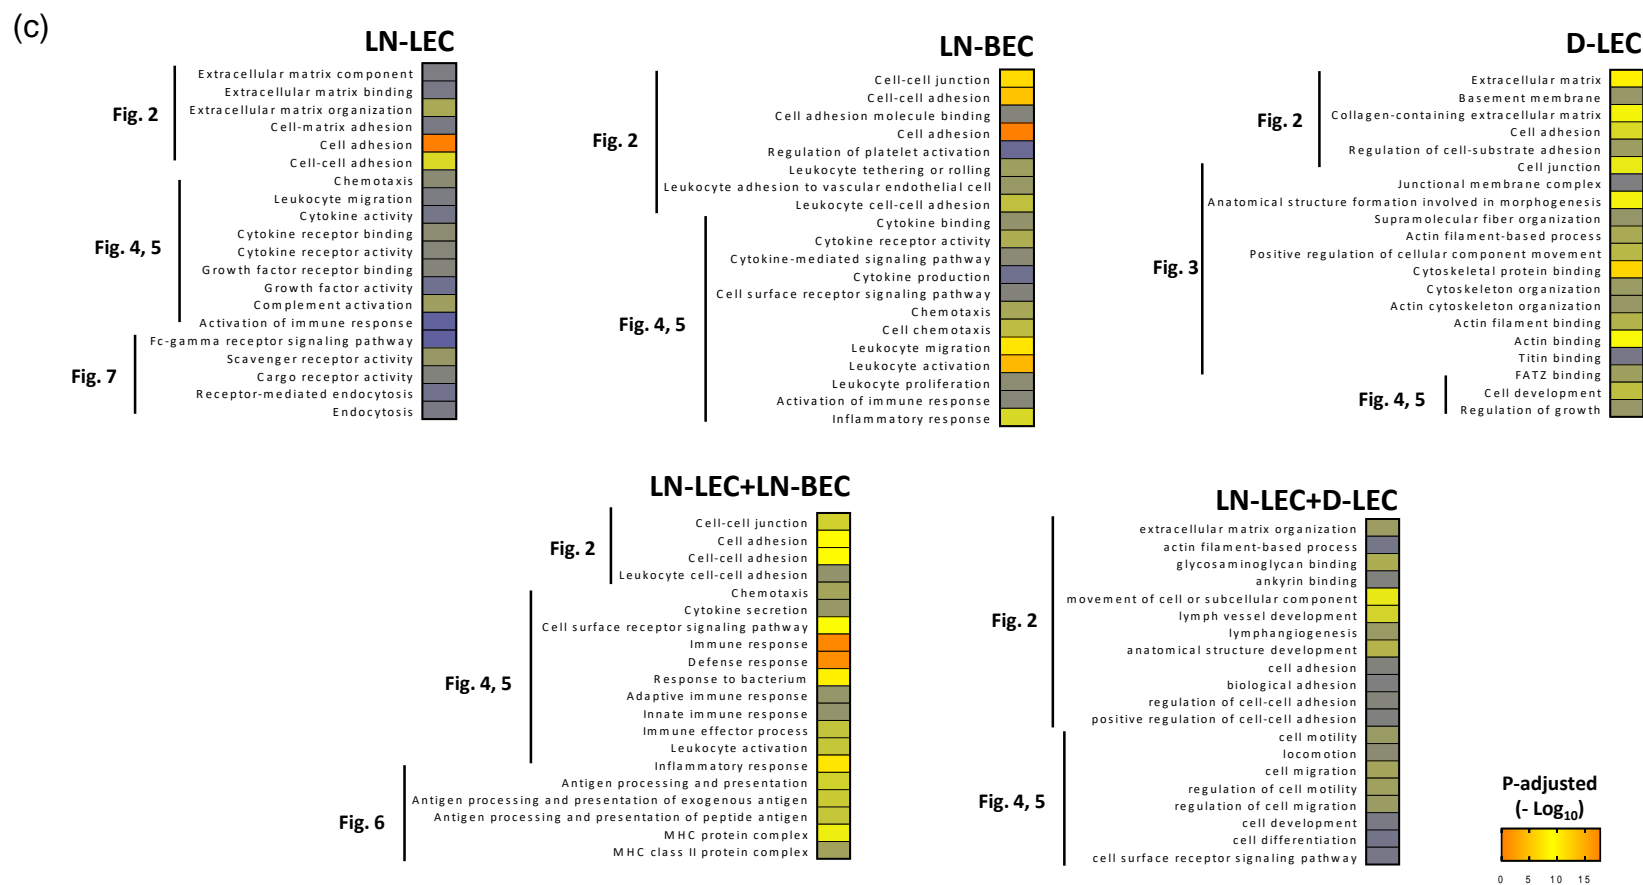

Figure S2

**Figure S2.** (A) Principal component analysis of expressed genes (average FPKM of 1 or greater) in LN-LEC, LN-BEC, and D-LEC. (B) Summary of gene ontology (GO) analyses in 5X-DEG subsets. (C) Top 20 GO terms showing significant enrichment ( $p\text{-adj} < 0.001$ , enrichment score  $> 2$ ) in all five 5X-DEG subsets.

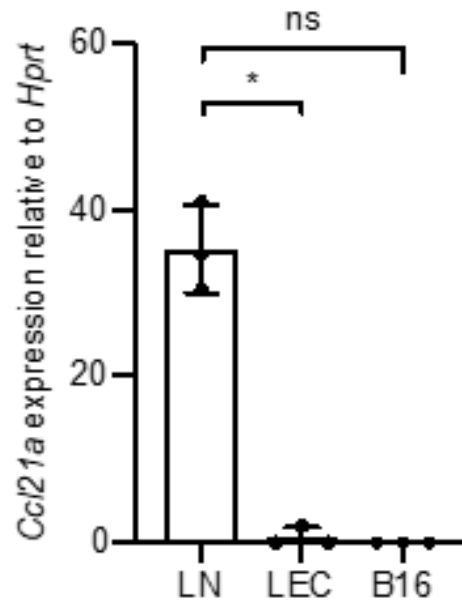

**Figure S3.** Lymphatic endothelial cells express significantly low levels of homeostatic chemokine CCL21. Expression of *Ccl21a* mRNA from whole lymph node lysates (n = 3), sorted lymphatic endothelial cells (n = 3) and cultured B16-F1 (n = 3) cells was determined by quantitative PCR. Data is presented as  $2^{-\Delta C_t}$  relative to *Hprt*. Values shown are mean  $\pm$  s.d. ns:  $P > 0.05$  and \* $P < 0.05$ . P-values were calculated using a Kruskal-Wallis test with Dunn's posttest.

How the deposited data were processed for this re-analysis (not part of the article)

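RNA was measured in 3 populations of mouse endothelial cells: lymphatic endothelial cells of lymph nodes (LN-LEC, 4 libraries), blood endothelial cells of the same lymph nodes (LN-BEC, 3 libraries) and lymphatic endothelial cells of the diaphragm (D-LEC, 3 libraries). The authors pooled inguinal, axillary, brachial, cervical and mesenteric nodes from 10 to 33 C57BL/6 mice of 6 to 8 weeks for each replicate. Tissue was disrupted and digested, cells bearing CD45 were depleted with magnetic beads, and CD31-positive cells were sorted by PDPN. RNA was amplified with the Ovation RNA-Seq System V2 and sequenced as read pairs of 100 bases on an Illumina HiSeq instrument. The labels of each library were taken from the study's sample records, and libraries carry no labels for batch, sorting day or pairing of populations, so that no such factor was modelled in the tests reported. Each library is a pool of animals, and the spread between libraries therefore describes pools, not single mice.

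The authors trimmed the reads with Fastx-trimmer, aligned them to mm9 with STAR and counted fragments on the exons of each gene symbol with featureCounts version 1.4.4. Both ends of a pair had to map, strand was ignored, and fragments that mapped to several places were not counted. The deposited values are these raw counts of fragments for 23284 gene symbols, without normalization. A further column, deposited by the authors beside the counts, gives the length of each gene as the sum of its exon bases. For their own tests the authors used DESeq2, and their principal component analysis rested on rlog values. The averages that Table 1 and Table S2 print as FPKM were compared with the levels computed here. Over 6374 population averages of at least 10, the median ratio of the 2 was 1.0, with 2.5th and 97.5th percentiles of 0.983 and 1.01, so that the printed averages are on the scale of size-factor-normalized counts and are not scaled for gene length.

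Levels are counts divided by DESeq2 size factors and are given as mean ± SD with the number of libraries. Symbols of predicted genes (Gm), RIKEN clones, LOC entries and EST or cDNA clones were left out of the tests, because the notes of Table S1 leave them out; they were 3826 of the symbols. A gene was tested when its mean normalized count was at least 1 in at least 1 population, which gave 15325 genes. Differential expression was tested with edgeR 4.0.16 in R 4.3.3: TMM factors, estimateDisp, a robust quasi-likelihood fit of 1 mean per population to all 10 libraries, and a quasi-likelihood F test for each of the 3 comparisons. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene with an adjusted p under 0.05 was called differentially expressed (DEG). Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. A 5X-DEG had an adjusted p under 0.05 and an estimated fold of at least 5.

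A gene that was a 5X-DEG over the same population in 2 populations was placed in the subset shared by those 2, and every other 5X-DEG in the subset of the population that overexpressed it. Where all libraries of the lower population had at most 3 counts, the fold was computed against 3 counts and is a lower bound. Principal components were computed from rlog values (DESeq2 1.42.0) of the 500 most variable genes. Lists of marker genes of other cell types and of cell states were written down first and tested with limma 3.58.1's camera at a preset correlation between genes of 0.01, on log2 CPM with a prior count of 2, for 14 lists in 3 comparisons with adjustment over the 42 tests. Sequence shared between genes was measured with Python 3.11.15 as the percent of exon bases annotated to another gene and the percent of 100-base exon windows with a second copy, using coordinates of the same mm9 build.

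Genes named in the text were chosen by a rule: every gene that the paper names in its text, in Table 1 or in Figures 2 to 7; every gene of the marker lists; and for each of the 3 comparisons the 10 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05 whose libraries do not overlap between the 2 populations. For 7 symbols of the paper the count table uses an older symbol, found as a synonym in a table of gene names. The Odz symbols were read as the teneurin genes in this way.

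The libraries held 22429940 to 48906070 counted fragments, with a median of 33067956.5. At these depths 3 counts correspond to 0.0613 to 0.134 CPM. Counting error alone would give a smaller spread than the libraries show: over the 12 pairs of libraries within a population, the chi-square per gene against counting error was 10.8 to 406, while correlations of log2 values were 0.968 to 0.987. Precision therefore rests on the spread between libraries, and errors from counting alone are not given. The methods were tested on simulated data with the same library sizes and 200 changed genes of 2-fold or 8-fold. With edgeR, 97.7, 98.5 and 94% of the changed genes were recovered in the 3 comparisons, and 4.14, 1.4 and 3.85% of calls were false. With DESeq2 the shares were 97, 97 and 93.2%, and 10.3, 7.28 and 10.1% false. All 100 genes raised 8-fold, in 1 or in 2 populations, were placed in the right subset. A list of 20 raised genes was called by camera, and 0 of 20 random lists had p under 0.05. The simulation left genes with low counts unchanged, varied genes independently, changed far fewer genes than the data show and had no deviating library. These shares therefore do not carry over to genes with few counts or to the spread between the real libraries.

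The alternatives tried were DESeq2's Wald test with and without a prior on fold changes, RLE in place of TMM factors, the filter of filterByExpr, no filter on low counts, an FPKM of at least 1 computed from the deposited lengths, all gene names kept, only the 2 populations compared in the fit, a test against a fold of 5 (glmTreat), no marker genes of other cell types, a midpoint rule for subsets, each library left out in turn, and libraries SL107998 and SL107999 both left out. Counts of expressed genes were also taken with CPM of at least 1 and with at least 1 normalized count in every replicate, marker percentages as TMM CPM and FPKM, principal components from all expressed genes and from log2 CPM, and marker lists with limma's fry. A rule that gives a gene at least 5-fold over both other populations to that population only, and a block of SL107998 and SL107999 against the other 8 libraries in the edgeR model, were added after seeing the data. The closing section gives their effect.

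Enrichment of gene ontology terms was not analysed here. Flow cytometry, microscopy and protein measurements of the paper were not used here, since they are not part of the deposited counts, and raw reads were not analysed here. CLEC13C of Figure 7 matched no symbol or synonym in the gene name table used and is not reported. Some items are not reported here.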

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

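Every test of an explanation in this part was chosen only after the result was seen. The LN-LEC level of each of 129 genes was screened for a library far from the other 3, by dividing the gap between an end library and its nearest neighbour by the whole range. In 11 genes the ratio was above Dixon's 95% critical value for 4 libraries. About 1 in 20 levels passes by chance, or 6.45 of 129, so that chance gives a large part of this number. SL107999 was far above the other 3 LN-LEC libraries in Cd36 (37953 normalized counts against 26684 to 27639 in the others, ratio 0.915), Il7 (1423 normalized counts against 1079.8 to 1117 in the others, ratio 0.891) and Mmrn1 (40067 normalized counts against 31196 to 32275 in the others, ratio 0.878), and below them in Tgfb1 (260.3 normalized counts against 351 to 368 in the others, ratio 0.844). SL107994 was high for Cxcl9 (6127 normalized counts against 1799 to 2315 in the others, ratio 0.881) and Cd74 (2507 normalized counts against 1817 to 1922 in the others, ratio 0.848) and low for Adamts9 (6509.6 normalized counts against 8446 to 8715 in the others, ratio 0.878). SL107992 was high for Tnfrsf1b (797 normalized counts against 664 to 677 in the others, ratio 0.903) and Ccl19 (35 normalized counts against 12.7 to 15.8 in the others, ratio 0.859) and low for Il15 (398 normalized counts against 503 to 519 in the others, ratio 0.868). SL107993 was high for Tnfrsf13c (15.2 normalized counts against 6.48 to 7.92 in the others, ratio 0.836). LN-BEC and D-LEC, with 3 libraries each, were not screened.

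Of these 11 levels, 4 were in SL107999 and 7 in the other 3 LN-LEC libraries. SL107999 was also the LN-LEC library farthest from its population in the principal components, and a processing difference that it shares with SL107998 is a candidate explanation for its levels, since the deviations of the 2 libraries were correlated across genes (Pearson correlation 0.508; see the last part). No biological explanation was tested, because the design gives the 4 LN-LEC libraries the same condition. Comparisons that the text gives for these genes were repeated without each library, and the calls that changed are counted in the next part.

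A further 26 changes, in 25 genes, stand here because the paper's text and figures do not discuss these genes although they have the largest changes. They come from the 30 largest changes, 10 in each comparison, among genes with an adjusted p under 0.05 whose libraries do not overlap, and 4 of those 30 concern genes that the paper does name. All 25 are listed in Table S2. Complete separation of the libraries has a chance share of 5.71% for 4 against 3 and 10% for 3 against 3, and here it was required of each gene by the rule. With edgeR, LN-LEC exceeded D-LEC in Art2a-ps (at least 404-fold, adjusted p = 3.3e-06), C1ql2 (at least 194-fold, adjusted p = 1.6e-04), Mdga2 (at least 75.7-fold, adjusted p = 3.8e-09), Tectb (at least 71.9-fold, adjusted p = 1.8e-05), Reg3g (at least 69.2-fold, adjusted p = 4.0e-08), Xlr5b (at least 65.1-fold, adjusted p = 1.5e-05) and Xlr5a (at least 57.8-fold, adjusted p = 1.4e-05).

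LN-BEC exceeded LN-LEC, with edgeR, in Endou (210.4-fold, adjusted p = 6.2e-08), Fam19a2 (at least 45-fold, adjusted p = 1.1e-07), Phyhipl (at least 20.3-fold, adjusted p = 1.8e-06), Sez6 (at least 17-fold, adjusted p = 4.1e-06), Slitrk2 (at least 15.3-fold, adjusted p = 2.9e-05), Cbln1 (at least 5.65-fold, adjusted p = 2.0e-04) and Sdk2 (at least 5.62-fold, adjusted p = 4.5e-04), and LN-LEC exceeded LN-BEC in Serpina11 (at least 9.9-fold, adjusted p = 1.8e-04), Galnt14 (at least 8.22-fold, adjusted p = 1.9e-04) and Olfr518 (at least 6.75-fold, adjusted p = 4.2e-04). Between LN-BEC and D-LEC, the edgeR changes were all toward LN-BEC, in Ubd (9576-fold, adjusted p = 4.1e-10), Glycam1 (7176-fold, adjusted p = 1.5e-06), Serpina1e (2673-fold, adjusted p = 3.2e-11), Slc14a1 (at least 1181-fold, adjusted p = 4.5e-10), Oit1 (at least 886-fold, adjusted p = 3.4e-06), Ndst3 (at least 311-fold, adjusted p = 6.2e-11), Prss34 (at least 119-fold, adjusted p = 0.029), Prb1 (at least 89.9-fold, adjusted p = 0.017) and Reg3g (at least 87.5-fold, adjusted p = 2.6e-08). In each of these changes the libraries of the higher population, 4 for LN-LEC and 3 for LN-BEC, were all above those of the lower one. Glycam1 reached 2427459 normalized counts in LN-BEC and 343 in D-LEC.

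Counts from a single library were tested as a technical explanation. Only 2 of the 25 genes, Prss34 and Prb1, had a range in the higher population wider than its mean: Prss34 ran from 0.875 to 718 normalized counts over the 3 LN-BEC libraries, and Prb1 from 82.2 to 839. Sequence shared with other genes was the other test, and 5 of the 25 shared over 10% of exon bases or windows: Xlr5b (81.3%), Xlr5a (64.1%), Phyhipl (34.8%), Prb1 (20.3%) and Serpina1e (14.4%). Fragments that map to several places were left uncounted in every library, so that sharing lowers counts in all populations. Neither explanation accounts for the set. RNA from other cells of the tissues was not tested for these genes, so a difference between the endothelial populations is a hypothesis only.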

How the results depend on the processing

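The alternatives were set before the data were examined, except a rule for subsets and a block of 2 libraries named below, and of the splits of libraries in this part those of the DEG counts were set beforehand while all other splits were chosen only after the results were seen. In all, 282 results were recomputed, for 4298 values under 31 settings, and 4149 of these values kept the direction and the side of the threshold or, for counts, stayed within 1.5 times the value reported. The 7015 DEG between LN-LEC and D-LEC, 5855 between LN-LEC and LN-BEC and 7365 between D-LEC and LN-BEC stayed within that range under every setting that gave them a value. Over the 10 fits that each left out 1 library they ran from 6222 to 7222, 5065 to 6016 and 6569 to 7381. Numbers of expressed genes also stayed within it, from 15271 to 15371 for any population in those 10 fits. So did the percentages of Prox1 and of the BEC markers. Those of Lyve1, Pdpn and Reln in LN-BEC left it without SL107998. Against LN-LEC they were then 1.26%, 1.83% and 1.18%, where 2.8%, 3.3% and 2.53% are reported. In the total above these percentages count as unchanged.

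Other groupings of the same libraries gave far fewer genes. Of the 35 splits of the 7 libraries of LN-LEC and D-LEC, only the real one gave as many DEG, and the next gave 835; for LN-LEC and LN-BEC it was again 1 of 35, with 866 next. For the 5X-DEG of these 2 comparisons the real split was 1 of 35 in each direction. Between D-LEC and LN-BEC it was 1 of 10 for the DEG and for the 5X-DEG in each direction, a share that cannot be under 0.1 with 3 libraries against 3. Of 60 splits of all 10 libraries into groups of the same sizes, drawn at random with the real one included, 1 gave as many unique 5X-DEG (3305, next 1454) and 1 as high a ratio of the LN-LEC+LN-BEC to the LN-LEC+D-LEC subset (3.52). Because only 2 of the other splits drawn had a gene in either shared subset, the count for the ratio carries little weight.

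The 5X-DEG counts changed most with the expression threshold and with a test of the fold itself, among the settings tried. With an FPKM of at least 1, the counts were 780 (LN-LEC over D-LEC), 356 (D-LEC over LN-LEC), 444 (LN-LEC over LN-BEC), 487 (LN-BEC over LN-LEC), 477 (D-LEC over LN-BEC) and 916 (LN-BEC over D-LEC), against 1246, 617, 689, 819, 741 and 1589. Totals were 1012 for LN-LEC, 1046 for LN-BEC and 625 for D-LEC, with 1920 unique genes, of which 1909 were among the 3305. The subsets held 319 (LN-LEC only), 449 (LN-BEC only), 389 (D-LEC only), 527 (LN-LEC+LN-BEC) and 70 (D-LEC+LN-BEC), and 127 LN-LEC only and 117 D-LEC only genes were at or below the level of Tyr. The depth of the libraries limits folds against a population with at most 3 counts, which are lower bounds.

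With glmTreat against a fold of 5, the 6 counts in the same order were 636, 279, 313, 373, 407 and 805, the totals 795, 926 and 534, and the unique genes 1806, all of them among the 3305, with 1379 in the same subset. The subsets held 574 (LN-BEC only), 391 (D-LEC only), 306 (LN-LEC+LN-BEC), 97 (LN-LEC+D-LEC) and 46 (D-LEC+LN-BEC), with 196 and 158 at or below Tyr. filterByExpr left 260 D-LEC only genes at or below Tyr, and the midpoint rule put 388 genes in LN-LEC+LN-BEC. Under the other settings the counts of 5X-DEG stayed within 1.5 times. The rule chosen after seeing the data, which gives genes over both other populations to 1 population only, also kept its 12 counts within that range.

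Counts of shared genes show which lists overlap. Of the 3305 unique 5X-DEG, 3116 were also 5X-DEG with DESeq2 without shrinkage (3028 in the same subset), 3034 with its prior, 3299 with RLE factors, 2753 with filterByExpr and 3053 without both SL107998 and SL107999. Each fit without 1 library shared 3012 to 3160 of them. In those fits the unique 5X-DEG numbered 3112 to 3289, the LN-LEC+LN-BEC subset 702 to 810, the LN-LEC+D-LEC subset 185 to 275 and their ratio 2.78 to 4.38; without both libraries the ratio was 2.61, and by the midpoint rule 2.49.

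The first principal component held 58.6% of the variance and the second 35.2%. From all expressed genes the first held 53.5%, from log2 CPM the first held 65.0% and the second 29.5%, and the fits without 1 library gave 54.003 to 65.6% and 30.0 to 39.2%. With limma's fry, 25 of the 42 tests of marker lists had an adjusted p under 0.05 against 15 with camera. The direction reversed for the plasma cell list between LN-LEC and D-LEC with fry (limma's adjusted p = 0.832; camera 0.968, and 0.832 to 0.838 over its alternatives, with 5 of 7 genes higher in LN-LEC and a median log2 fold change of 0.79) and for the fibroblastic list between D-LEC and LN-BEC without both libraries (0.838, the highest over its alternatives, which began at 0.368, against 0.786, with 10 of 13 genes higher in LN-BEC), neither near the threshold. For these changes, and for the counts above, the cause was not tested.

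Among 184 comparisons of single genes, 165 had the same direction and side of the threshold in every setting, 15 were past it as reported and not in at least 1 setting, and 3 the reverse. The remaining 1, Pecam1, with a log2 fold change of -0.020 between LN-LEC and D-LEC, ranged from -0.072 to 0.065 across the 10 fits that left out 1 library. Most changes of call came from leaving out libraries, with 43 values weaker and 3 stronger, against 8 weaker without both SL107998 and SL107999, 3 weaker with only the 2 populations compared and 1 weaker with no low-count filter. fry made 10 list tests stronger. In both DESeq2 settings Msr1 between LN-LEC and LN-BEC had no adjusted p, and filterByExpr gave no value for genes that it removed. glmTreat gave no DEG counts, because its test is of the 5-fold difference. No paired analysis was possible because the labels do not say which LN-LEC and LN-BEC libraries came from the same nodes.

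A block of SL107998 and SL107999 against the other 8 libraries was added to the edgeR model after seeing the data, because the deviations of these 2 libraries were correlated. It gave 7313, 6230 and 7583 DEG in the order above, 3304 unique 5X-DEG, of which 3160 were among the 3305, and a ratio of the shared subsets of 3.22; all 22 counts stayed within 1.5 times. Of the single-gene comparisons, 182 kept their call, Cd274 between LN-LEC and LN-BEC included, and 2 were weaker (Lta and Mmp9 between D-LEC and LN-BEC). Because the block was drawn from the counts that it is fitted to, and no label gives it, these values are a check only.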

Differences from the paper's values

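No test in this part was chosen after a result was seen; 1 rule for subsets and 1 block of libraries were, and they are marked. Of 106 values of the paper that were also computed here, 6 differed by more than 1.5 times and by more than the spread. For LN-LEC only genes at or below the level of Tyr, the count was 376 against the paper's 190 (Table S4). Of the alternatives set before the data were examined, an FPKM of at least 1 (127) and glmTreat against a fold of 5 (196) closed the gap. The count was 456 with the midpoint rule, 356 and 348 with DESeq2 without and with its prior, 373 with RLE factors, 287 with filterByExpr, 383 with no low-count filter, 464 with all gene names, 460 with only the 2 populations compared, 391 without both SL107998 and SL107999, 375 without marker genes of other cell types, and 343 to 437 in the fits without 1 library, none of which closed it. The rule for subsets chosen after seeing the values gave 425 and did not close it, nor did the block of SL107998 and SL107999, also chosen then, at 390.

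For D-LEC only genes at or below the level of Tyr, the count was 397 against the paper's 132 (Table S4). An FPKM of at least 1 (117) and glmTreat (158) closed this gap as well. It stayed open at 427 with the midpoint rule, 347 and 347 with DESeq2 without and with its prior, 400 with RLE factors, 260 with filterByExpr, 406 with no low-count filter, 477 with all gene names, 433 with only the 2 populations compared, 427 without both SL107998 and SL107999, 367 without marker genes of other cell types, and at 361 to 420 in the fits without 1 library, and the rule and the block chosen after seeing the values gave 412 and 418.

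The lowest cross expression of an LEC marker in LN-BEC was 0.089% (Reln against D-LEC), against the paper's 1.0%. It was 0.0893% from TMM CPM, 0.0743% from FPKM and 0.0415 to 0.117% in the fits without 1 library, so that none of the alternatives set before the data were examined closed the gap. Against both LEC populations together, Reln in LN-BEC was 0.172%, and Lyve1 against D-LEC, at 1.02%, was near the paper's value. Counted fragments per library ran from 22.4 M to 48.9 M, against the paper's 48 M and 98 M reads per replicate, but the units differ, since a pair counted as 1 fragment has 2 reads. For Cd3 (d, e and g) in LN-LEC the summed level was 21.5 against the paper's 6 in Table 1, 1 of 72 levels of that table that differed. No alternatives were set for these last 3 values.

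Some statements of the paper on single genes also differ from the counts. The paper does not detect TRAIL-R2 in the LN populations, while Tnfrsf10b had 4671 normalized counts in LN-LEC, 9714 in LN-BEC and 3396 in D-LEC. It describes the IGF receptors as not differentially expressed, while Igf1r was higher in LN-LEC than in D-LEC (log2 fold change 2.01, edgeR adjusted p = 3.5e-09) and Igf2r higher in LN-BEC than in LN-LEC (edgeR adjusted p = 4.2e-07), in every setting tried. TGFB2 is described as comparable in the 3 populations, while D-LEC exceeded LN-LEC (edgeR adjusted p = 1.7e-06) in every setting. TNFR1 is described as overexpressed to a similar level in LN-LEC and LN-BEC, while LN-BEC exceeded LN-LEC in Tnfrsf1a (edgeR adjusted p = 6.4e-06) in every setting.

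The paper places H2-Aa below 5-fold in the LN populations over D-LEC, while LN-BEC exceeded D-LEC by more than 5-fold under all settings, glmTreat included, and H2-DMa did so under all but glmTreat, under which it was below. In LN-LEC, H2-Aa had 385 normalized counts where the paper sets it far higher, and H2-DMb1 had 104, just above the limit the paper gives for it; by length-scaled FPKM it was 2.81. SCARF-1 is named with the LN-LEC+LN-BEC receptors, while Scarf1 was not a 5X-DEG in any setting, and Cd1d1 was not either. The text gives CCL3 to LN-LEC, while Ccl3 had 2.69 normalized counts there and 70.7 in LN-BEC; no setting placed it in LN-LEC. ACKR1 is given to LN-BEC, while Darc fell in LN-LEC+LN-BEC in every setting but the midpoint rule and the rule chosen after seeing the data, which both gave LN-BEC only. ACKR5 is given to LN-LEC+LN-BEC, while Ccrl2 was in LN-BEC only; the midpoint rule gave the paper's subset.

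Of 361 genes that the paper names in its text, Table 1 or Figures 2 to 7 and lists in Table S2, 325 fell in the subset of Table S2 and 36 did not. Table S2 gives LN-LEC only for Bcan, Bmp2, Bmp8a, Ccl20, Cdh22, Cdh4, Cdhr5, Clec1b, Clec4g, Col12a1, Col27a1, Cxcl10, Cxcl16, Ebi3, Igfals, Il12rb1, Il13ra2, Il21r, Lamb3, Ltb, Marco, Mmp9, Msr1, Ptger4, Siglech and Tnfrsf17, which were in LN-LEC+LN-BEC here. It gives LN-BEC only for Cdh23, Il22ra2, Lama3 and Tnfrsf13c, also in LN-LEC+LN-BEC here, and D-LEC only for Ldb3 and Spock2, in D-LEC+LN-BEC here, and for Myoz2 and Xirp2, in LN-LEC+D-LEC here. Camp is shared by the LN populations in Table S2 and was in LN-BEC only here, and Ptgdr is LN-BEC only there and was not a 5X-DEG in any setting. The subset of Table S2 was reached for 32 of the 36 genes by the midpoint rule, 22 by glmTreat, 10 without both SL107998 and SL107999, 9 by DESeq2 with its prior, 6 with only the 2 populations compared, 1 by DESeq2 without shrinkage, 1 with all gene names kept, 2 to 8 in the fits without 1 library, and 25 by the rule over both other populations and 2 with the block, both chosen after seeing the values.

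The midpoint rule did not reach it for Cdh4, Il22ra2, Ldb3 and Ptgdr. For Cdh4, DESeq2 with its prior, all gene names kept, only the 2 populations compared, glmTreat and the fits without both or without 1 of SL107991 and SL107995 did; for Il22ra2, the fits without both and without 1 of SL107994, SL107995, SL107997 and SL107999 did; and for Ldb3, DESeq2 with its prior and the fits without 1 of SL107993, SL107994 and SL107998 did. Over all of Table S2, 3090 of 3135 genes were 5X-DEG here, 2829 of them in the same subset. The rule for subsets was itself read from the fold changes of that table. A further 215 genes were 5X-DEG here and are not in it.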

Other observations

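Tests of RNA from muscle, macrophages, B cells in LN-BEC and neutrophils, and of shared sequence for Ccl21, were set beforehand; every other test in this part was chosen only after its result was seen. RNA from diaphragm muscle is a candidate explanation for a part of the cytoskeletal 5X-DEG of D-LEC, and the list of muscle genes outside the cytoskeleton was higher in D-LEC than in LN-LEC (limma's camera, adjusted p = 4.8e-05; 21 of 24 genes, median log2 fold change -2.85 for LN-LEC over D-LEC) and than in LN-BEC (limma's camera, adjusted p = 0.0022; 20 of 24 genes, median 2.10). Sarcomere genes were higher as well (limma's camera, adjusted p = 3.7e-05 with 17 of 20 genes and 8.1e-04 with 16 of 20), although their sum was not higher, at 2437 to 3610 normalized counts in D-LEC against 3877 to 4659 in LN-LEC and 3506 to 4287 in LN-BEC, most of it Ttn in the LN populations. However, 12 of the 35 splits of the LN-LEC and D-LEC libraries gave as small a p for the muscle list, and 4 of the 10 splits of D-LEC and LN-BEC, so that these list tests are weak evidence on their own. Dlg1 and Add3, at 21524 and 13477 normalized counts in D-LEC, were far above the muscle genes Acta1 (528), Mb (217) and Ckm (29.0), so that muscle RNA is a candidate for the sarcomere genes and not for the abundant cytoskeletal genes.

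RNA from B cells may account for part of Tnfrsf13c and the MHC-II pathway genes in LN-BEC. The B cell list was higher in LN-BEC than in LN-LEC (limma's camera, adjusted p = 0.00299; 12 of 15 genes, median log2 fold change -2.84 for LN-LEC over LN-BEC) and than in D-LEC (limma's camera, adjusted p = 1.1e-05; 15 of 15 genes, median -5.16 for D-LEC over LN-BEC). As many as 8 of 35 splits and 2 of 10 splits gave as small a p. In LN-LEC, the B cell RNA was scaled from the LN-BEC level to estimate how much of H2-Ab1 it gives: 237% of the LN-LEC level when scaled by the summed markers and 29.4% when scaled by the median marker, an estimator chosen after the first result. The sum rests on a few markers, since Spib in LN-LEC was 1771% of its LN-BEC level, Cr2 141% and Cd79b 101%, while Ms4a1 was 14.0%. Expression of MHC-II genes by LN-LEC therefore cannot be told apart from B cell RNA with these data.

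Macrophage RNA was tested for the scavenger and lectin receptor genes of LN-LEC. The macrophage list did not pass the threshold against D-LEC (limma's camera, adjusted p = 0.743; 11 of 17 genes higher in LN-LEC, median log2 fold change 0.21) or LN-BEC (0.516; 12 of 17 genes, median 0.51). Neutrophil RNA was tested for the antimicrobial genes of both LN populations, and its list did not pass for LN-LEC over D-LEC (limma's camera, adjusted p = 0.701; 12 of 15 genes higher in LN-LEC, median 4.18) or LN-BEC over D-LEC (0.736; 14 of 15 genes higher in LN-BEC). Because most neutrophil genes were higher in the LN populations although the list did not pass, an effect on single genes is not excluded.

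Ccl21 had counts near 0 in all populations. Fragments that map to near-identical copies were not counted, and of the 349 other gene symbols whose exons are all annotated to another symbol too, 346 had no count (99.1%), which is in line with this explanation. For Ccl19, 100% of the 100-base exon windows have a second copy, so that its low counts may have the same cause; its level from these data is a lower limit.

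Interferon response genes were higher in both LN populations than in D-LEC (limma's camera, adjusted p = 1.4e-14 for LN-LEC and 7.2e-16 for LN-BEC, 24 of 24 genes each, median log2 fold changes 1.68 and, for D-LEC over LN-BEC, -1.91). RLE or DESeq2 factors move the median of all genes by less than 0.1 on the log2 scale. The paper's main text does not report this rise of interferon genes as a pattern. The genes that the paper names do not account for it: without them, limma's camera gave an adjusted p of 1.5e-06 and 1.5e-08, with 17 of 17 genes higher in each LN population and medians of 1.35 and -1.47. RNA from B cells was tested too, and their list was higher in LN-LEC than in D-LEC (limma's camera, adjusted p = 0.0244; 13 of 15 genes, median 2.26). However, that list was far higher in LN-BEC than in LN-LEC, as given above, while the interferon list did not pass the threshold between them (limma's camera, adjusted p = 0.167, and 0.0279 to 0.227 over its alternatives, the lowest with fry; 11 of 24 genes higher in LN-LEC, median -0.11), so that B cell RNA does not account for most of the pattern. For the interferon list, 2 of 35 splits of LN-LEC and D-LEC and 1 of 10 splits of D-LEC and LN-BEC gave as small a p. A difference between the tissues is a hypothesis that was not tested further.

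Of the LN-LEC only genes of Table S2, 111 were in LN-LEC+LN-BEC here. LN-LEC RNA in the LN-BEC libraries was tested by subtracting the share that 4 LEC markers give: 2.01% of the LN-LEC level in SL107990, 1.0% in SL107991 and 5.56% in SL107998. After subtraction 39 of the 111 left the subset (35.1%), against 3 of 617 genes that Table S2 also lists as shared, so it does not account for most of them. It gives a median of 25.1% of the LN-BEC level of the 111 genes and at least 50% for 34 of them. For Marco, Msr1 and Clec4g it gives all or nearly all of that level. Apart from Cxcl16, other genes were not reported singly. Shared placements such as those of Mmp9, Ccl20, Bmp8a and Col12a1 are therefore uncertain. After the subtraction the ratio of the LN-LEC+LN-BEC to the LN-LEC+D-LEC subset fell to 2.64 (751 against 284 genes), and LN-LEC+LN-BEC was still the larger. LN-BEC RNA in the LN-LEC libraries was not tested, although 61 genes that are LN-BEC only in Table S2 were shared here. The ratio was thus tested against carry-over in 1 direction only. A higher LN-LEC share in SL107998 may contribute to the placement of the 111 genes. The median log2 ratio of SL107998 to the other LN-BEC libraries was 0.53 for them and 0.01 for the 617 genes shared in both. The difference was 0.52 (permutation p = 0.0001, the smallest that 10000 permutations of the genes can give).

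SL107998 (LN-BEC) and SL107999 (LN-LEC) lie away from their populations in the principal components, with mean distances of 32.8 and 22.6 to the other libraries. A processing difference shared by the 2 is a candidate explanation: across 12795 genes their deviations from their populations had a Pearson correlation of 0.508, the highest of 12 pairs, of which the others ran from -0.32 to 0.34. Genes are not independent replicates, and no batch label is available. A stronger early response to dissociation may be part of it, as the summed 18 genes of that list were 1.58 times the next highest LN-BEC library in SL107998 and 2.08 times the next highest LN-LEC library in SL107999. Library size does not account for it in SL107998, whose total was 95.7% of the highest LN-BEC total; SL107999, with 48906070, has the highest total of the LN-LEC libraries, so that size is not excluded for it. No biological explanation was tested, since the design gives no condition within a population.

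Values on other lists are given without explanation. Genes of the early response to dissociation were lower in LN-LEC than in D-LEC (limma's camera, adjusted p = 1.6e-05, 17 of 18 genes, median log2 fold change -2.31) and LN-BEC (0.015, 17 of 18). Their sum was 287575 to 311229 normalized counts in D-LEC, 106047 to 195150 in LN-BEC and 37730.5 to 100105 in LN-LEC. No label separates this response from tissue, so comparisons with D-LEC may include it. Pericyte genes were higher in LN-BEC than in LN-LEC (limma's camera, adjusted p = 0.0049; 11 of 12 genes, median -1.81 for LN-LEC over LN-BEC) and D-LEC (5.0e-04; 11 of 12). Mesothelial genes were higher in D-LEC than in LN-LEC (limma's camera, adjusted p = 0.018; 8 of 9 genes, median -3.99), and dendritic cell genes higher in LN-LEC than in D-LEC (limma's camera, adjusted p = 0.011; 8 of 8 genes, median 1.06). Xist had 8912 to 22872 normalized counts in the 10 libraries, and 4 genes of the Y chromosome together had at most 2 counts in a library.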
